# A critical role of a eubiotic microbiota in gating proper immunocompetence in *Arabidopsis*

**DOI:** 10.1038/s41477-023-01501-1

**Published:** 2023-08-17

**Authors:** Bradley C. Paasch, Reza Sohrabi, James M. Kremer, Kinya Nomura, Yu Ti Cheng, Jennifer Martz, Brian Kvitko, James M. Tiedje, Sheng Yang He

**Keywords:** Microbe, Microbiology

## Abstract

Although many studies have shown that microbes can ectopically stimulate or suppress plant immune responses, the fundamental question of whether the entire preexisting microbiota is indeed required for proper development of plant immune response remains unanswered. Using a recently developed peat-based gnotobiotic plant growth system, we found that *Arabidopsis* grown in the absence of a natural microbiota lacked age-dependent maturation of plant immune response and were defective in several aspects of pattern-triggered immunity. Axenic plants exhibited hypersusceptibility to infection by the bacterial pathogen *Pseudomonas syringae* pv. *tomato* DC3000 and the fungal pathogen *Botrytis cinerea*. Microbiota-mediated immunocompetence was suppressed by rich nutrient conditions, indicating a tripartite interaction between the host, microbiota and abiotic environment. A synthetic microbiota composed of 48 culturable bacterial strains from the leaf endosphere of healthy *Arabidopsis* plants was able to substantially restore immunocompetence similar to plants inoculated with a soil-derived community. In contrast, a 52-member dysbiotic synthetic leaf microbiota overstimulated the immune transcriptome. Together, these results provide evidence for a causal role of a eubiotic microbiota in gating proper immunocompetence and age-dependent immunity in plants.

## Abstract (web summary)

This study provides evidence that microbiota has a fundamental role in immune maturation and age-dependent disease resistance in plants. Results also implicate a negative impact of high nitrogen on microbiota colonization and function.

## Main

The aboveground and belowground parts of land plants host a variety of microorganisms, which collectively constitute the plant microbiota. Microbiota members can reside on or inside plants and appear to be taxonomically conserved at the phylum level^1–8^. The broad conservation of plant microbiota suggests that plants probably have evolved mechanisms to select and maintain the abundance, composition and function of microbiota to achieve homoeostasis^9^. A correctly assembled microbiota (that is, eubiotic microbiota) is probably essential for plant health and survival as recent studies have begun to reveal deleterious effects of genetically induced dysbiotic microbiotas on plant health^10–13^. Although individual or groups of members of the microbiota have been shown to improve nutrient uptake, growth and resistance to abiotic and biotic stresses^1,2,14–16^, the contribution of a plant’s entire indigenous microbiota to plant functions is not well understood. This is largely due to poorly dissected microbe–microbe and microbe–plant interactions at the community level.

Different members of the plant microbiota can form mutualistic, commensal or pathogenic interactions with plants. To protect against potentially harmful exploitations by microorganisms, plants have evolved cell surface and intracellular immune receptors that recognize evolutionarily conserved microbe-associated molecular patterns (PAMPs) or pathogen-derived effector proteins, resulting in pattern-triggered immunity (PTI) or effector-triggered immunity (ETI), respectively. While ETI appears to be specific for pathogens, PTI represents a basal line of plant defence against both pathogenic and non-pathogenic microbes and is required for maintaining a eubiotic phyllosphere microbiota in *Arabidopsis* to prevent dysbiosis^10,11^. PTI signalling is initiated upon perception of PAMPs by plasma membrane-localized pattern recognition receptors (PRRs)^17^. For example, a 22-amino-acid epitope derived from bacterial flagellin (flg22) is a well characterized elicitor of PTI and is recognized by the PRR FLAGELLIN-SENSITIVE 2 (FLS2) (ref. ^18^). FLS2 forms a complex with co-receptor BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1 (BAK1) (ref. ^19^). Phosphorelays between FLS2, BAK1, BOTRYTIS-INDUCED KINASE 1 (BIK1) and a MAPK cascade initiate downstream PTI signalling events, including the production of reactive oxygen species (ROS), calcium fluxes, expression of a large suite of defence-related genes, cell wall remodelling and stomatal closure^20–25^. Activation of PTI before an infection can also result in enhanced pathogen resistance^26,27^.

Age-related resistance (ARR) is a widely observed phenomenon in plants in which young plants exhibit greater disease susceptibility compared with older plants^28,29^. This is observed across many flowering plants against a variety of pathogens^30^. In *Arabidopsis*, for instance, the basal susceptibility of young plants to the foliar bacterial pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 is greater compared with older plants^31^. One hypothesis to explain ARR involves the growth–defence trade-off concept: to balance resource allocations during vigorous vegetative growth early in life, young plants prioritize growth over defence^32,33^. Indeed, there is evidence of direct molecular connections between plant growth and immunity^34–36^, including common dual-function signalling components as in the case of PTI and brassinosteroid-dependent plant growth^37^. However, it is unclear whether molecular connections such as these are a sole basis for ARR in plants. In the animal kingdom, development of gnotobiotic animals such as germ-free mice led researchers to discover an important contribution of endogenous microbiota in postnatal maturation of innate immune responses in newborn animals^38,39^. This raises the possibility that plant microbiota may also contribute to the maturation of plant immunity. However, it remains an open question whether age-dependent immunity is entirely intrinsic to plant development or whether maturation of PTI is, in part, the result of colonization of a microbiota. Furthermore, in animals, the presence of dysbiotic microbial communities can be linked to exaggerated immune responses, which have debilitating clinical consequences^40^. Genetically induced and naturally occurring dysbiotic microbial communities have recently been described in plants^10,41,42^, but it is not clear whether dysbiotic microbiota in plants are associated with overactive immune responses. Addressing these basic microbiome questions requires the development of proper gnotobiotic plant growth systems and establishment of well characterized normal (eubiotic) and dysbiotic microbial communities.

In a recent study, we reported two peat-based gnotobiotic plant growth systems, FlowPot and GnotoPot^43^, and two synthetic bacterial communities, a eubiotic community from healthy *Arabidopsis* leaves and a dysbiotic community from leaves of the *Arabidopsis min7 fls2 efr cerk1* (*mfec*) quadruple mutant, which lacks the ability to maintain a eubiotic endophytic bacterial community^10^. Here we employed these tools to address the questions regarding the role of the endogenous microbiome in the development of ARR and a possible role of eubiosis in gating proper plant basal immunity.

## Results

### Age-dependent PTI in conventionally grown plants

We began this project by characterizing possible maturation of PTI over time in conventionally grown *Arabidopsis* plants. For this purpose, we performed the classical flg22 protection assays using 2.5-week-old and 3.5-week-old *Arabidopsis* plants, which were conventionally grown in a potting soil substrate in air-circulating growth chambers. In 2.5-week-old plants, we observed a modest level of flg22-mediated resistance to virulent *Pst* DC3000 in flg22-treated plants compared with mock-treated plants. Older, 3.5-week-old plants, however, exhibited a significantly enhanced level of flg22-triggered resistance compared with 2.5-week-old plants (Fig. 1a). This result demonstrated age-dependent development of PTI in soil-grown *Arabidopsis* plants, which is consistent with a recent study showing that FLS2-dependent immunity increased in the first 6 d of young seedling growth in agar medium without microbes^44^.

**Fig. 1:**
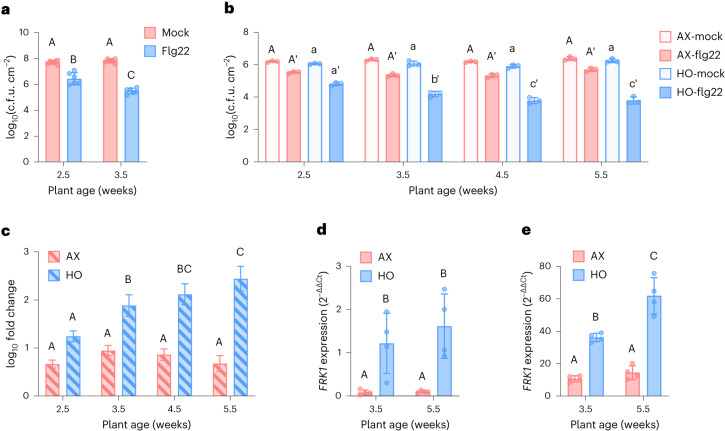
Age-dependent flg22-triggered immunity in *Arabidopsis*. **a**, flg22 protection assay showing enhanced resistance against *Pst* DC3000 triggered by pretreatment with 500 nM flg22 in 2.5-week-old and 3.5-week-old plants. Each bar represents the mean (±s.d.) bacterial titre 24 h after inoculation as log-transformed c.f.u. cm^−2^ (*n* = 6 plants). Different letters above bars represent a significant difference (*P* < 0.05, two-way analysis of variance (ANOVA) with Tukey’s honest significant difference (HSD) post-hoc test). **b**, Age-dependent flg22 protection. AX or HO plants were treated 24 h before inoculation with *Pst* DC3000 with either a water (mock) or 100 nM flg22 solution. Each bar represents the mean (±s.d.) bacterial titre 24 h after inoculation as log-transformed c.f.u. cm^−2^ (*n* = 3 plants). Different letters represent a significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD post-hoc test). **c**, Relative protection displayed as fold change in bacterial cell counts between flg22- and mock-treated samples. Derived from absolute counts quantified in **b**. Error bars represent s.d. Different letters represent a significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD post-hoc test). **d**,**e**, Basal (**d**) and flg22-induced (**e**) age-dependent *FRK1* gene expression in 3.5-week-old and 5.5-week-old AX and HO plants. Total RNA was extracted 4 h after treatment with a mock solution lacking flg22 for basal expression or 100 nM flg22 for flg22-induced expression. Expression levels displayed as relative to mock-treated 3.5-week-old HO plants for both panels. *PP2AA3* was used for normalization. Results represent the mean ± s.d. (*n* = 4 plants). Different letters represent a significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD post-hoc test). **a**–**e**, Experiments were repeated three independent times with similar results. Exact *P* values for all comparisons are detailed in the Source data. Source data

### Age-dependent PTI maturation requires microbiota

Traditionally, age-related resistance has been attributed to developmental transition processes^45^. We examined an additional hypothesis that the endogenous microbiome might be involved in age-dependent PTI in plants. For this purpose, we investigated the temporal maturation of flg22-mediated resistance in peat-based gnotobiotic plant growth systems. Holoxenic (HO) plants colonized with a natural, soil-derived microbial community (‘MSU’, collected from agricultural soil located at Michigan State University, East Lansing, Michigan; see Methods) and corresponding axenic (AX) plants, which were mock inoculated with autoclaved ‘microbial community derived from the same ‘MSU’ soil’, were used. As shown in Fig. 1b,c, HO plants exhibited progressively more robust flg22-mediated resistance against *Pst* DC3000 over time, which is consistent with age-dependent PTI observed in plants grown conventionally in potting soil (Fig. 1a). In contrast, AX plants mock-inoculated with the autoclaved microbial community were greatly reduced in age-dependent flg22-mediated resistance phenotype (Fig. 1b,c). *Arabidopsis* mutant *bak1-5 bkk1-1 cerk1* (*bbc*) (ref. ^46^), which is defective in PTI signalling downstream of multiple PRRs, including the flg22 receptor FLS2, did not show flg22-mediated resistance in HO plants at any age (Extended Data Fig. 1), suggesting that microbiota-mediated age-dependent resistance requires canonical PTI signalling co-receptors.

Next, we quantified induction of the PTI marker gene *FLG22-INDUCED RECEPTOR-LIKE KINASE 1* (*FRK1*) to further characterize age-dependent activation of PTI in HO plants and apparent lack thereof in AX plants. While basal expression of *FRK1* was similar for both 3.5- and 5.5-week-old HO plants (Fig. 1d), flg22 induced a higher level of *FRK1* expression in old HO plants than in younger HO plants (Fig. 1e). Interestingly, basal expression of *FRK1* was lower in AX plants compared with either young or old HO plants (Fig. 1d) and, notably, no significant age-dependent increase in flg22-induced *FRK1* expression was observed in AX plants (Fig. 1e). Thus, the reduced age-dependent maturation of PTI in AX is correlated with a lack of robust increase in age-dependent expression of *FRK1* gene.

### Axenic plants lack normal expression of defence genes

To capture genome-wide gene expression in AX and HO plants beyond the *FRK1* marker gene, we conducted transcriptome analysis of AX and HO *Arabidopsis* plants grown in the peat gnotobiotic system. To reduce the possibility of community-specific bias due to the use of a single microbiota, microbial communities collected from two distinct soils were used: ‘MSU’, which was collected as Alfisol soil type, and ‘Malaka’, which was collected from undisturbed grassland soil in Malaka Township, Iowa (see Methods) and is a Mollisol soil. 

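The transcriptome data are 12 RNA-seq libraries in 4 groups of 3. HO-MSU and HO-Malaka plants received a live slurry of the named soil, and AX-MSU and AX-Malaka plants received the same slurry after autoclaving. Each library was made from 8 rosettes that grew in 4 FlowPots, which are peat-filled pots kept sterile until inoculation, and the labels give the plants' age as 21 days. The sample descriptions name the second soil Laurel, whereas the paper and the columns of the count table name it Malaka, and these were taken to be the same soil. According to the paper, the single-end, stranded reads of 50 bases were trimmed with Trimmomatic, mapped with STAR and counted per gene with Rsubread. The authors deposited the resulting numbers of reads per gene, without normalization. The paper's text does not name the genome annotation, the handling of reads that map to several places or the time of day of the harvest.
The table holds 33610 genes. Total counts were between 12718856 and 16327630 in HO-Malaka plants (median 13508847), between 15065869 and 22710086 in HO-MSU plants (median 16889010), between 10211008 and 16236426 in AX-Malaka plants (median 11268540), and between 13229393 and 15957495 in AX-MSU plants (median 13551112). Between 65.3% and 74.8% of the counts of a library lay on nuclear ribosomal RNA genes and organelle genes, which left the remainder for nuclear messenger RNA. In each library 3 counts, taken as the floor for a gene without counts, corresponded to between 0.134 and 0.303 CPM (counts scaled to a common library size after normalization). Across the 12 pairs of replicates, Pearson's r of log2 CPM over the genes tested was between 0.982 and 0.992.
Differential expression was computed with the quasi-likelihood F test of edgeR on the 17588 genes that passed its filter on low counts, after TMM normalization, which gave factors between 0.788 and 1.12. HO and AX plants were compared across all 12 libraries with soil as a term, and the comparisons within a soil were contrasts of a model with the 4 groups. A DEG had a |log2FC| of at least 1 and a Benjamini-Hochberg FDR under 0.05. Ratios and floors below are given for genes with few counts in AX plants, and their intervals cover counting error only.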

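On log2(CPM + 4) of the genes tested, the first principal component held 30.5% of the variance and the second 14.6%. The 6 HO libraries lay between 7.39 and 16.4 on the first component, with a mean of 10.5 ± 3.61 (SD, n = 6). The 6 AX libraries lay between -13.2 and -3.82, with a mean of -10.5 ± 3.46 (SD, n = 6). No AX library therefore reached the HO libraries (two-sided exact permutation test of the means within soil, p = 0.005, the smallest p that the 400 arrangements allow). The AX library nearest to the HO libraries was AX-MSU replicate 1, and the other 5 lay at -10.2 or lower. The soils also lay apart on the first component within each treatment. HO-MSU libraries lay between 10.7 and 16.4 and HO-Malaka libraries between 7.39 and 7.92, while AX-MSU libraries lay between -10.8 and -3.82 and AX-Malaka libraries between -13.2 and -12.4 (the same exact test of soil within treatment, added once these values were seen, p = 0.005). The soils did not separate on the second component (exact test within treatment, p = 0.745). Restricting the analysis to the 500 most variable genes moved the share of the first component most, to 61.0%. When libraries were scaled by their total counts alone, the first component held 36.8% and no longer separated HO from AX libraries.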

Principal component analysis (PCA) of RNA-seq gene expression data revealed distinct expression patterns between HO plants and AX plants (PC1, 26% variance; Fig. 2a). 

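Across both soils, edgeR called 350 DEGs among the 17588 genes. Of these, 274 were higher in HO than in AX plants, with a median log2FC of 1.78, and 76 were lower, with a median of -1.36. Without a threshold on the fold change, 1789 genes had an FDR under 0.05, of which 881 were higher and 908 lower in HO plants. The imbalance between the directions thus came with the size of the change: 112 of the DEGs had a log2FC of 2 or more and 8 had one of -2 or less. Among all genes tested, all 6 HO libraries lay above all 6 AX libraries at 442 and below them at 326, arrangements that chance gives at 0.216% of genes taken together. The DEGs, which were selected for their difference, include 187 of the former and 26 of the latter. Protein-coding genes made up 267 of the 274 and 71 of the 76.
At 21 of the 274 genes the AX libraries together held 3 counts or fewer, and at 6 of them none, so that the fold change is only bounded. Among the DEGs whose HO and AX libraries did not overlap, 3 genes outside the paper's text were among the 5 with the largest fitted log2FC. AT4G12500 (chromosome 4, 7413990 to 7414955 of the TAIR10 genome) had 1.79 ± 0.774 CPM in HO plants (SD, n = 6) and no count in AX plants, which makes it at least 49.0-fold higher against a floor of 3 counts over the AX group. Its exons share 5.45% of their 50-base windows with other places in the genome. By the same floor, AT2G45220 was at least 34.1-fold higher and AT2G17740 at least 31.2-fold higher in HO plants. Testing the fold threshold inside the model, with edgeR's glmTreat in place of a filter on the estimate, changed the number of DEGs most, to 114 higher and 5 lower in HO plants.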

Using |log_2_FC| ≥ 1 and false discovery rate (FDR) < 0.05 cut-off, we identified a total of 435 differentially expressed genes (DEGs) between HO and AX plants across both microbiota inputs: 352 were depleted in AX plants and 83 were enriched in AX plants (Fig. 2b,c and Supplementary Data 1). Of the 352 DEGs depleted in AX plants, 138 were depleted irrespective of the microbiota input source (that is, enriched in both HO plants colonized by the ‘MSU’ community and HO plants colonized by the ‘Malaka’ community; Fig. 2d). 

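With edgeR, 220 genes were higher in HO-Malaka than in AX-Malaka plants and 250 were higher in HO-MSU than in AX-MSU plants. Of these, 143 were shared, and all 143 were also DEGs when both soils were analysed together. Their median log2FC was 2.58 with the Malaka community and 2.80 with the MSU community. A further 77 genes passed the thresholds with Malaka only and 107 with MSU only, which makes 327 genes with either soil. Most of these moved the same way with the other soil. Of the 77 genes, 66 were also higher in HO plants with MSU, and their median log2FC was 1.42 with Malaka and 0.65 with MSU for the 77 as a whole. Of the 107 genes, 98 were also higher with Malaka, and the 107 had a median of 1.54 with MSU and 0.74 with Malaka. When the difference between the soils was tested itself, as the interaction of soil and treatment, it had an FDR under 0.05 at 3 of the 77 genes, 7 of the 107 and 1 of the 143. These counts rest on an interaction test whose yield depended on single libraries. Without HO-Malaka replicate 2 they were 8, 12 and 1, without AX-MSU replicate 2 they were 2, 4 and 0, with the replicate number as a block 5, 10 and 2, and without a filter on low counts, the setting that moved them most, 15, 19 and 4. Under each of these, most genes called with a single soil were not shown to differ between the soils, which is not evidence that they do not. Conversely, 42 of the 274 genes that the joint analysis called higher in HO plants passed the thresholds with neither soil alone. Over all genes tested, log2FC with the 2 soils had a Pearson's r of 0.592 and a Spearman's rho of 0.327, both computed across genes, which are not independent replicates.

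**Figure D1:**
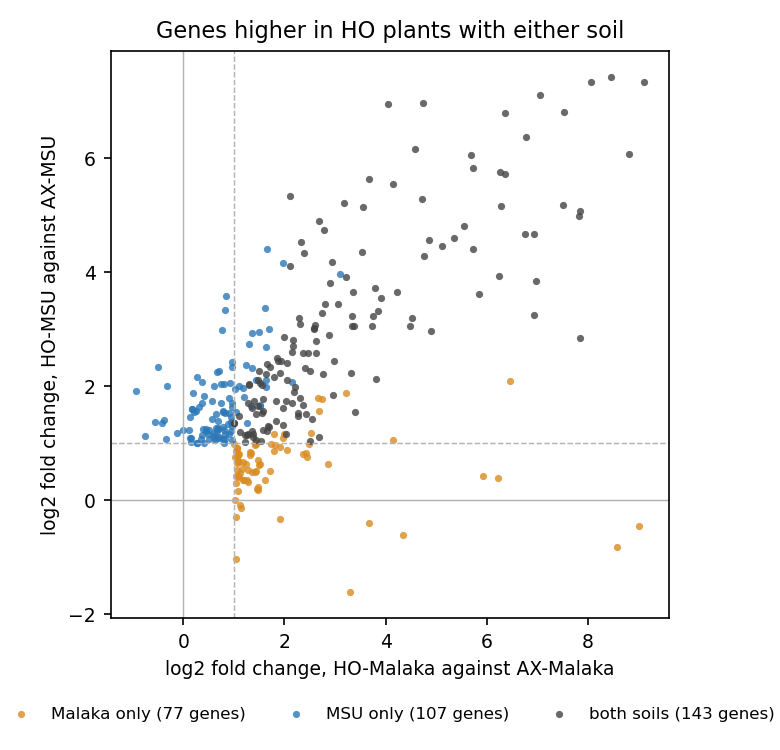
Log2FC of HO against AX plants with the Malaka community (x axis) and the MSU community (y axis) for the 327 genes that were higher in HO plants with either soil. Each point is a gene, coloured by whether it passed the thresholds with both soils (143), with Malaka only (77) or with MSU only (107), and the genes shared by both have the higher medians on both axes.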

Gene ontology (GO) term enrichment analysis of these 138 ‘core’ AX-depleted genes revealed an over-representation of terms involved in plant immunity (Fig. 2e and Supplementary Data 2). 

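The enrichment itself was not recomputed, since no GO annotation was at hand. Instead, the genes that the paper lists for its terms were looked up in the counts. Complete gene lists could be read for 66 of the 72 terms, and together they name 82 genes. After the filter on low counts, 75 of the 82 were tested, and all 75 were among the 143 genes that edgeR called higher in HO plants with both soils. At 70 of the 75, all HO libraries lay above all AX libraries. Immune response lists 40 genes, of which the 36 tested had a median log2FC of 2.75 over both soils, 3.07 with Malaka and 2.83 with MSU. Their log2FC ran from 1.26 to 7.88, the latter fitted to a gene with a single count in AX plants. The 10 genes of response to salicylic acid were all tested and had a median of 1.91, and the 8 genes of response to chitin had a median of 1.93. Systemic acquired resistance lists 5 genes, and the 3 that were tested had a median of 4.28. The genes were selected from these libraries, so their changes are not independent evidence.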

The genes enriched in AX plants did not display any significant GO term enrichment. 

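Of the 76 genes that edgeR called lower in HO plants, none fell further than the cytochrome P450 gene CYP81D11 (AT3G28740, chromosome 3, 10788698 to 10790553). It had 16.1 ± 4.59 CPM in AX plants (SD, n = 6) and 2.01 ± 0.798 CPM in HO plants (SD, n = 6), a log2FC of -3.03 (standard error 0.14, adjusted p = 4.97e-15 from edgeR). Every HO library lay below every AX library at this gene, and at the next 4 by fold change with this separation. These were AHP4, with a log2FC of -2.61, AT3G27250 with -2.11, EXLB1 with -2.05 and AT2G16367 with -2.004, all with mean values under 2 CPM in AX plants. Of these 4, only AHP4 kept its call when the fold threshold was tested inside the model. AT3G27250 had an adjusted p of 0.133, EXLB1 of 0.367 and AT2G16367 of 0.118 there, and with the other alternatives apart from libraries left out the lowest were 3.17e-06, 0.000273 and 3.69e-07. Within the soils, 62 genes were lower in HO-Malaka than in AX-Malaka plants and 62 were lower in HO-MSU than in AX-MSU plants, but only 16 of them were shared. Several of these counts depended on single libraries. The 62 with Malaka became 41 without AX-Malaka replicate 2 and 40 without HO-Malaka replicate 1, and the 62 with MSU became 33 without AX-MSU replicate 2. The 16 shared genes became 9 without AX-MSU replicate 2, 6 without AX-MSU replicate 3, 10 without HO-MSU replicate 2 and 9 without HO-MSU replicate 3.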

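Lists of genes of SA-mediated defence and of camalexin and indole glucosinolate biosynthesis, written from general knowledge before the counts were examined, were tested as sets among 7 lists. Of the 16 SA genes, 10 passed the filter on low counts, and PBS3, NIMIN1, PR1, PR2, ALD1 and FMO1 did not. Over both soils the 10 had a median log2FC of 0.36, and 9 of them were higher in HO plants (camera of limma with its preset correlation between genes, two-sided, adjusted p = 0.0105). Leaving out HO-Malaka replicate 2 moved this median most, to 0.57. At 2 members the FDR over all genes tested was under 0.05, and adjusted over the list alone at 5. The only DEG among them was CBP60G (AT5G26920), a transcription factor of SA synthesis, with a log2FC of 1.199 (standard error 0.19, adjusted p = 4.38e-05 from edgeR). SARD1 had a log2FC of 1.58 without passing the threshold (adjusted p = 0.0545), and 441 of its 2397 exonic bases overlap a gene on the other strand. PR5 was the member that went the other way, at -0.41 (adjusted p = 0.228).
Of the 14 genes of camalexin and indole glucosinolate biosynthesis, 13 were tested. Their median log2FC was 0.57, and 10 were higher in HO plants (adjusted p = 7.04e-06 from camera of limma). The FDR over all genes tested was under 0.05 at 8 members, and adjusted over the list alone at 9. CYP81F2 had a log2FC of 1.89 (adjusted p = 1.30e-06 from edgeR), PEN3 of 0.99, MYB51 of 0.94, MYB34 of 0.65 and PEN2 of 0.57. No change passed an FDR of 0.05 at CYP79B2 (0.13), CYP79B3 (-0.04), CYP83B1 (0.29), SUR1 (0.014) and UGT74B1 (-0.15). The result of the list was therefore not shown at each of its biosynthetic genes. CYP71A13 was lower in HO plants, at -1.73 (standard error 0.46, adjusted p = 0.0141 from edgeR), although 330 of its 1494 exonic bases overlap AT2G30766 on the other strand, whose counts rose and fell with its own. Its call was lost without AX-Malaka replicate 1 (-1.52) or AX-MSU replicate 1 (-1.21). CYP71A12 and FOX1 of this list are among the genes the paper names from these same libraries and so are not independent evidence. Without the genes the paper names, 11 remained, with a median of 0.29 (p = 0.00110 from camera of limma). With fry both lists kept their calls, at adjusted p = 0.0164 for SA and 4.46e-05 for camalexin and indole glucosinolate. With a correlation estimated from the data, only the second did, at 0.0301 against 0.165 for SA.

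**Figure D2:**
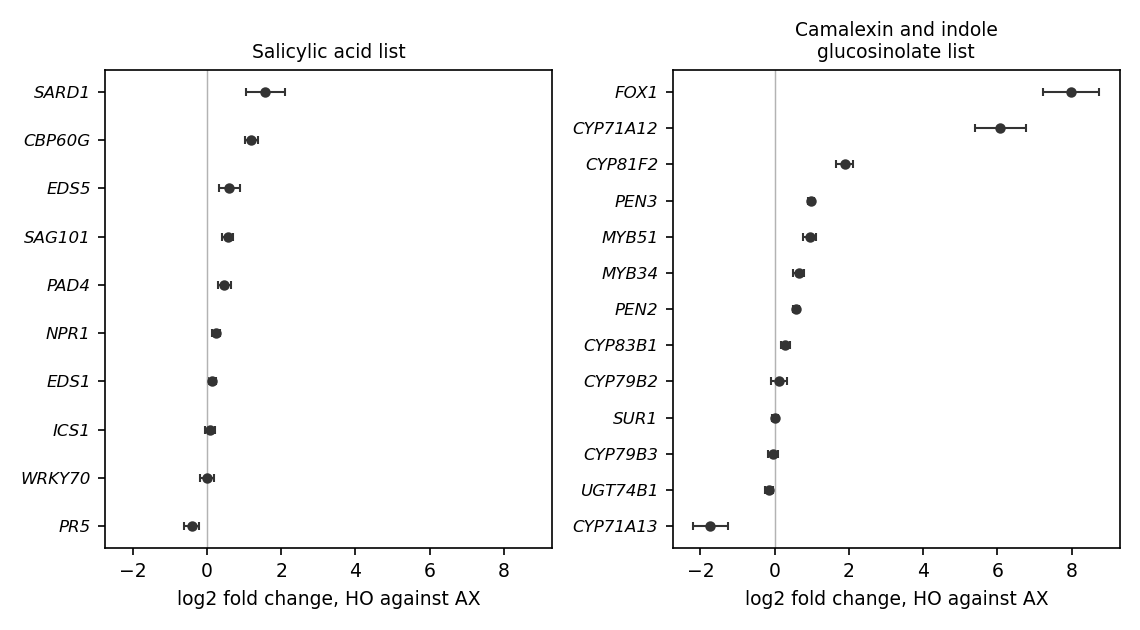
Log2FC of HO against AX plants (x axis) with its standard error for each tested member of the SA list (10 genes) and of the list of camalexin and indole glucosinolate biosynthesis (13 genes), from edgeR over 12 libraries. FOX1 and CYP71A12, which had 0 and 1 counts in AX plants, lie far to the right and have fitted values that depend on the prior count.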

Closer examination of depleted DEGs in AX plants revealed numerous genes involved in PTI, defence hormone salicylic acid (SA)-mediated defence and defence-associated metabolite biosynthesis (Fig. 2c and Supplementary Data 1). These genes included *FRK1*; several leucine-rich repeat protein kinases such as *IMPAIRED OOMYCETE SUSCEPTIBILITY 1* (*IOS1*), *AT1G51890*, *AT1G51790, AT1G51860* and *AT5G59680*; systemic immunity-associated genes *AZELAIC ACID INDUCED 1* (*AZI1*) and *AZI3*; *PATHOGENESIS RELATED 2* (*PR2*) and *PR4*; glucosinolate biosynthesis genes such as *FAD-LINKED OXIDOREDUCTASE* (*FOX1*) and the cytochrome P450 monooxygenases *CYP71A12 and CYP71B15*; and defence-associated transcription factors *MYB15* and *WRKY 30* (Fig. 2c and Supplementary Data 1). Thus, consistent with the targeted *FRK1* gene expression analysis shown in Fig. 1d, results from the transcriptome analysis using two independent soil-derived microbiotas pointed to a broadly depleted PTI/SA defence gene expression in AX plants compared with HO plants, which collectively contribute to induced and basal innate immunity.

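FRK1 (AT2G19190, chromosome 2, 8326049 to 8329944) had 4.44 ± 1.45 CPM in HO plants (SD, n = 6) and 0.0350 ± 0.0588 CPM in AX plants (SD, n = 6), from 35 to 92 counts per HO library against 3 counts in all AX libraries together. Its normalized ratio was 121, with a 95% interval of 41.2 to 590 from the exact binomial distribution of these counts, and edgeR gave a log2FC of 6.66 (standard error 0.42, adjusted p = 9.80e-12). With the MSU community the ratio was 72.2 (24.4 to 352). With the Malaka community no AX library held a count, and FRK1 was at least 48.7-fold higher in HO plants, against a floor of 3 counts over the group. At its end, 69 of its 2700 exonic bases overlap AT2G19180 on the other strand. IOS1 (AT1G51800), with 6.91 ± 3.00 CPM in HO plants and 0.226 ± 0.197 CPM in AX plants (SD, n = 6 each), had a log2FC of 4.88 (standard error 0.33, adjusted p = 3.96e-11 from edgeR).
The neighbouring kinase genes had 2 or 3 counts in all AX libraries together. Their normalized ratios were 76.3 (25.8 to 372) for AT1G51890, 66.5 (22.5 to 325) for AT1G51790 and 47.2 (12.7 to 395) for AT1G51860, of whose windows 2.40% occur elsewhere in the genome. AZI1 had a log2FC of 5.05 and WRKY30 of 4.72. AZI3, with 1 count in AX plants, had a ratio of 394 (70.3 to 15582.5), and 6.78% of its windows occur elsewhere. CYP71A12, with 1 count as well, had a ratio of 118 (20.7 to 4678), and MYB15, with 2 counts, one of 36.5 (9.79 to 307). FOX1 had no count in AX plants and was at least 57.6-fold higher in HO plants. PR4 changed least, with 8.71 ± 1.92 CPM in HO plants and 3.02 ± 0.666 CPM in AX plants (SD, n = 6 each) and a log2FC of 1.49 (adjusted p = 7.74e-08 from edgeR).
AT5G59680, PR2 and CYP71B15 lay under the filter on low counts. PR2 had 2 to 12 counts in each HO library and CYP71B15 had 4 to 13, with none in AX plants, which makes them at least 13.7-fold and 11.6-fold higher. AT5G59680 had 1 to 26 counts per HO library and 0 to 2 per AX library. With a looser filter, of at least 0.5 CPM in at least 1 library, edgeR called all 3. Its adjusted p was 0.000338 for AT5G59680, 0.000708 for PR2 and 0.00114 for CYP71B15. All 6 HO libraries lay above all 6 AX libraries at every gene named here except AT5G59680, where 5 of 6 did.

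**Figure D3:**
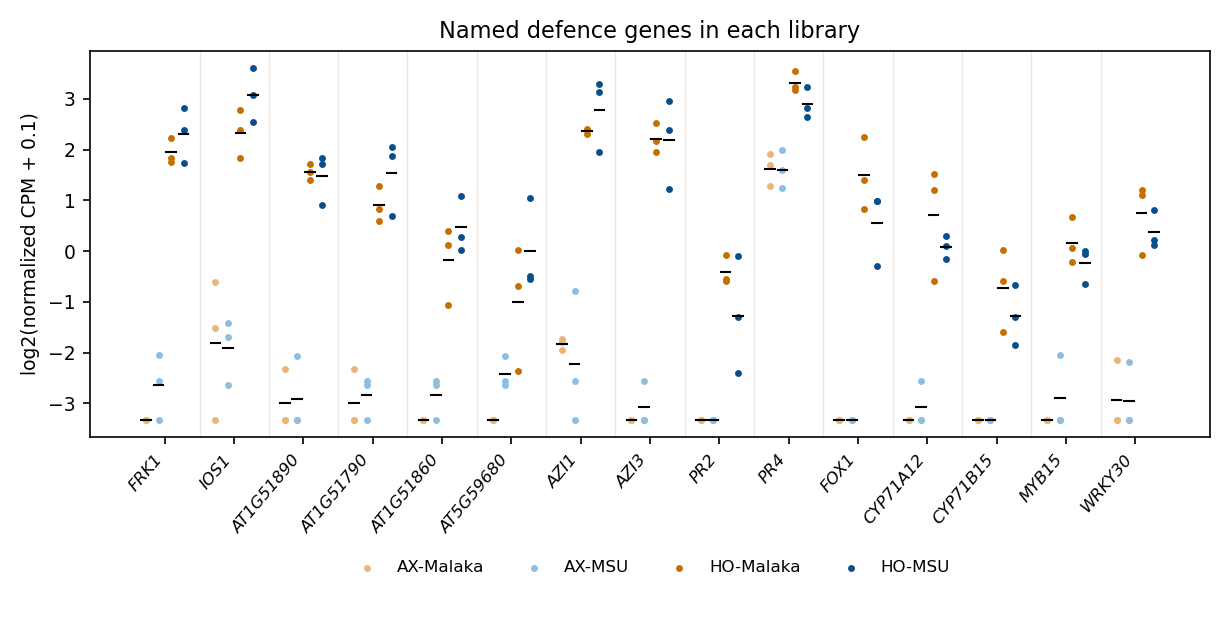
Normalized expression of the genes named in the text in each of the 12 libraries, as log2(CPM + 0.1) (y axis), with a colour for each of the 4 groups of 3 libraries and a black line at each group's mean. HO libraries lie above AX libraries at each gene apart from AT5G59680.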

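Of the 15 genes named from the transcriptome, 12 passed the filter on low counts, and each of the 12 was a DEG with the Malaka community and with the MSU community when the soils were compared separately. Testing the fold threshold inside the model took the calls of PR4 with Malaka (adjusted p = 0.0735 from edgeR) and with MSU, and of MYB15 with MSU (adjusted p = 0.0676). The difference between the soils was not detectable at any of them, with an adjusted p of 0.725 or more for the interaction of soil and treatment in edgeR. The paper takes its transcriptome results with both communities to point to broadly reduced expression of PTI and SA defence genes in AX plants. In its account these genes contribute to basal and induced immunity, and the result matches its targeted FRK1 assay.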

**Fig. 2:**
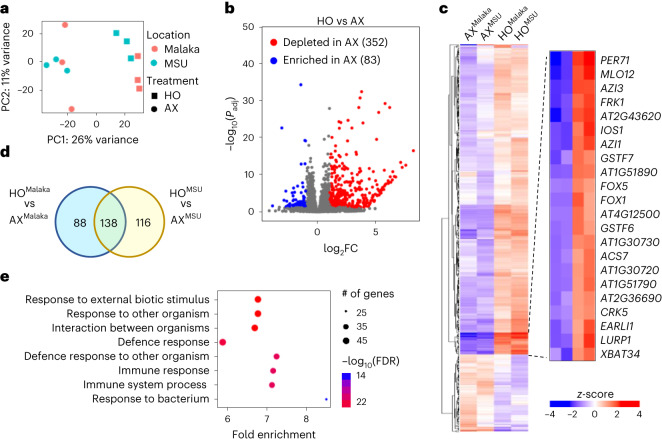
Axenic *Arabidopsis* plants are depleted in the basal expression of defence-related transcripts. **a**, PCA analysis of genes expressed under AX and HO conditions using microbial communities from two different locations/soil types (‘MSU’: Michigan, Alfisol soil type; ‘Malaka’: Iowa, Mollisol soil type). **b**, Volcano plot of DEGs. Coloured regions represent significant differential expression with |log_2_FC| > 1 and FDR < 0.05 cut-off (Benjamini–Hochberg-corrected Wald test) with the number of genes corresponding to each group indicated in parentheses. **c**, Heat map of DEGs generated using hierarchical clustering with Euclidean distance and complete linkage. Label superscript indicates community used for inoculation of HO plants or mock inoculation of AX plants. A subset of the differentially regulated genes in HO and AX is shown on right. **d**, Venn diagram of upregulated DEGs showed 138 common genes in response to HO^MSU^ and HO^Malaka^ treatments. **e**, GO term enrichment (GO:BP biological process) analysis on ‘core’ depleted DEGs in AX plants. Top enriched GO terms displayed, ranked by significance (FDR < 0.05 cut-off). **a**–**e**, *n* = 3 biologically independent plant samples per condition.

### Axenic *Arabidopsis* is underdeveloped in PTI

In addition to depleted immune gene expression, we found that AX plants exhibited significantly lower levels of other PTI-associated immune responses compared with HO plants. For example, 6-week-old AX plants exhibited significantly reduced flg22-, elf18- and Pep1-induced ROS production compared with HO plants both in the magnitude of maximum ROS production (peak amplitude) and in the time to reach the maximum (Fig. 3a and Extended Data Fig. 2). AX plants also exhibited significantly reduced PAMP/DAMP-induced *FRK1* gene expression compared with HO plants (Fig. 3b). Western blot analysis revealed that despite possessing similar levels of total MPK3 and MPK6 (Fig. 3c,d), less MPK was phosphorylated in AX plants after the activation of PTI by treatment with flg22 (Fig. 3e). Although reverse transcription–quantitative polymerase chain reaction (RT–qPCR) analysis consistently showed that both basal and flg22-induced expression of the *FLS2* receptor gene is significantly reduced in AX plant leaf tissue compared with HO plant leaf tissue (Fig. 3f), total FLS2 protein abundance was variable and only occasionally reduced in AX plant leaves (Extended Data Fig. 3). In contrast, the co-receptor BAK1 protein was consistently found in lower relative abundance in AX plants compared with HO plants (Fig. 3g). In addition, quantification of the defence hormone SA, which is downstream of PTI signalling, revealed that AX plants possess lower basal levels of SA compared with HO plants (Extended Data Fig. 4a,b). Finally, AX plants were hypersensitive to infection by the virulent foliar hemibiotrophic bacterial pathogen *Pst* DC3000 and the necrotrophic fungal pathogen *B. cinerea* compared with HO plants (Fig. 3h,i). Together, these studies demonstrate multiple compromised PTI immune phenotypes in axenic plants.

**Fig. 3:**
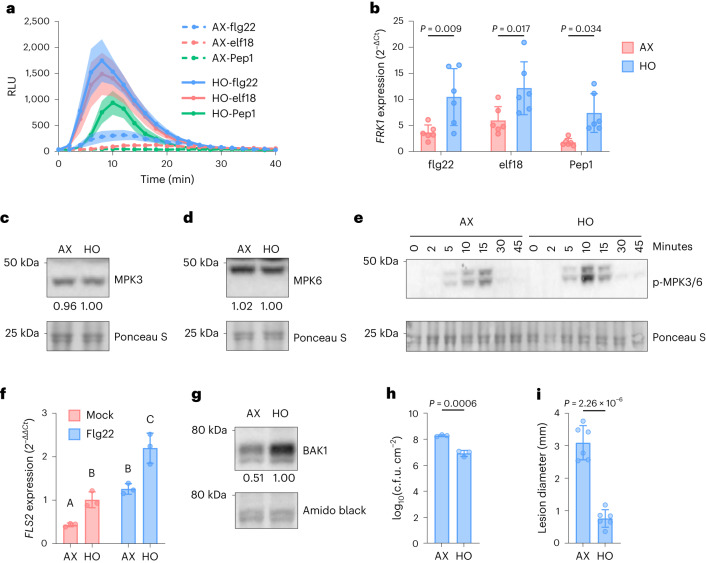
Axenic *Arabidopsis* plants exhibit defects in PTI compared with colonized plants. **a**, ROS burst dynamics induced by 250 nM flg22, elf18 and Pep1 in AX and HO plants in GnotoPots. Results represent the mean ± s.e.m. (*n* = 8 plants). **b**, *FRK1* gene expression in AX and HO plants induced by 250 nM flg22, elf18 and Pep1. Total RNA was extracted from leaf discs 1.5 h after treatment. Bars represent the mean ± s.d. (*n* = 8 plants; flg22 *P* = 0.009, elf18 *P* = 0.017, Pep1 *P* = 0.034; two-way ANOVA with Šidák’s multiple comparisons test). **c**,**d**, Representative blots of total MPK3 (**c**) or MPK6 (**d**) proteins in 4.5-week-old AX and HO plants. Protein was detected with MPK3 or MPK6-specific antibodies. Numbers indicate band intensity relative to that of Ponceau S, normalized to HO = 1.00. **e**, Representative blot of phosphorylated MPK3/6 proteins detected using an α-p44/42-ERK antibody upon treatment with 100 nM flg22. Samples were taken at the indicated times after treatment. **f**, Basal and flg22-induced expression of *FLS2* gene in AX and HO plant leaf tissue. Total RNA was extracted 1 h after treatment with 100 nM flg22 or mock solution. Bars represent the mean ± s.d. (*n* = 3 biologically independent plant samples). Different letters represent a significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD post-hoc test). **g**, Total BAK1 protein detected in leaf lysates of AX and HO plants. Numbers indicate band intensity relative to Amido Black, normalized to HO = 1.00. **h**, *Pst* DC3000 populations in AX and HO plants. Each bar represents the mean (±s.d.) bacterial titre 3 d after inoculation as log-transformed c.f.u. cm^−2^ (*n* = 3 plants). *P* = 0.0006, two-tailed unpaired *t*-test. **i**, Size of lesions formed in AX and HO plants by *B. cinerea*. Each bar represents the mean (±s.d.) lesion diameter 5 d after inoculation (*n* = 6 plants). *P* = 2.26 × 10^−6^, two-tailed unpaired *t*-test. **a**–**i**, Experiments were repeated three independent times with similar results. **b**,**f**, Exact *P* values for all comparisons are detailed in the Source data. **c**–**e**,**g**, See Source data for image cropping. Source data

### A eubiotic leaf synthetic community confers immunocompetence

We recently assembled a 48-member eubiotic SynCom (SynCom^Col-0^) composed of endophytic bacteria from leaves of healthy *Arabidopsis* Col-0 plants^10^. To determine to what extent an eubiotic SynCom derived from the leaf endosphere could restore immunocompetence to AX plants, we compared the PTI phenotypes of Col-0 plants grown with and without SynCom (SynCom^Col-0^ vs MgCl_2_). Col-0 plants grown with the ‘MSU’ soil-derived microbiota were used as control. We observed robust flg22-induced production of ROS in HO plants inoculated with the ‘MSU’ soil-derived microbiota and SynCom^Col-0^-inoculated plants (Fig. 4a and Extended Data Fig. 5a). We next quantified flg22-induced *FRK1* gene expression and observed that plants colonized by SynCom^Col-0^ were restored in basal and flg22-induced *FRK1* expression (Fig. 4b,c), which was again similar to that observed for HO plants (Fig. 1d,e). In addition, plants colonized by SynCom^Col-0^ had an increased level of BAK1 protein (Extended Data Fig. 5b) and were more resistant to *Pst* DC3000 infection (Fig. 4d) compared with AX plants mock-inoculated with the same volume of 10 mM MgCl_2_. Taken together, these results suggest that a leaf endosphere-derived bacterial SynCom can substantially restore immune competence to AX plants similar to a natural soil-derived microbiota.

**Fig. 4:**
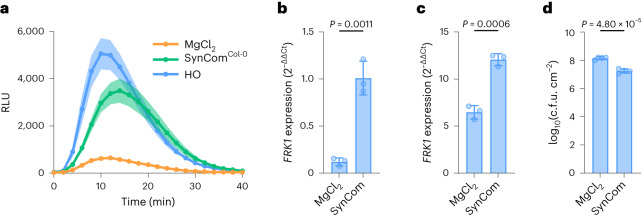
Natural microbiota and SynCom^Col-0^ restore immunocompetence. **a**, ROS burst dynamics induced by 100 nM flg22 in axenic plants mock-inoculated with 10 mM MgCl_2_ and plants colonized by HO or SynCom^Col-0^. Results represent the mean ± s.e.m. (*n* = 12 plants). **b**,**c**, Basal (**b**) and flg22-induced (**c**) *FRK1* expression in axenic MgCl_2_ mock-inoculated plants and plants inoculated with SynCom^Col-0^. Total RNA was extracted 3 h after treatment with a mock solution lacking flg22 (**b**) or 100 nM flg22 (**c**). Results relative to basal expression in SynCom^Col-0^-inoculated plants. *PP2AA3* was used for normalization. Bars represent the mean (±s.d.) expression value (*n* = 3 plants). Basal expression *P* = 0.0011; flg22-induced *P* = 0.0006, two-tailed unpaired *t*-test. **d**, *Pst* DC3000 populations in axenic plants mock-inoculated with 10 mM MgCl_2_ and SynCom^Col-0^-inoculated plants. Each bar represents the mean (±s.d.) bacterial titre 3 d after inoculation as log-transformed c.f.u. cm^−2^ (*n* = 4 plants). *P* = 4.80 × 10^−5^, two-tailed unpaired *t*-test. **a**–**d**, Experiments were repeated three independent times with similar results. Source data

To evaluate possible redundancy of SynCom^Col-0^ members in contribution to immune competence, we assembled a simplified version of SynCom^Col-0^ with only 19 strains (SynCom^Col-mix19^) to cover the taxonomic diversity at the genus level (Supplementary Data 3). We found that SynCom^Col-mix19^ could effectively restore ROS production in response to flg22 (Extended Data Fig. 6). Furthermore, among strains with high representation in SynCom^Col-0^, we randomly chose a mix of three strains that are present in SynCom^Col-mix19^ and found that these three strains (SynCom^Col-mix3^, representing *Achromobacter*, *Comamonas* and *Stenotrophomonas* genera) also partially restored ROS production in response to flg22 (Extended Data Fig. 6). This suggests that there might be significant redundancy among strains of SynCom^Col-0^ that can endow immunocompetence.

### Impact of abiotic conditions

During the development and optimization of the peat-based gnotobiotic system, we noticed a correlation between levels of microbiota-mediated restoration of immune competency and concentrations of Linsmaier and Skoog^47^ (LS) nutrient media (which contains mineral salts as well as some organic compounds such as myo-inositol and MES buffer; see Methods for nutrient content) added during preparation of the gnotobiotic system. To systematically determine the effects of nutrients on microbiota-mediated immunocompetence, we measured flg22-induced production of ROS in AX and HO plants along a nutrient concentration gradient. Using the same volume of liquid, GnotoPots were prepared with full strength (1x) LS, half strength (0.5x) LS and one tenth strength (0.1x) LS. We observed a significant impact of nutrients on flg22-mediated ROS production in HO plants. Decreasing nutrient strength significantly increased ROS burst magnitude and shortened time to reach the maximum ROS production (Fig. 5a) in HO plants. At intermediate nutrient levels (0.5x LS), ROS burst magnitude was moderately increased and time to reach the maximum was reduced compared with higher (1x LS) nutrient concentrations, but the total ROS produced was not significantly different (Fig. 5a and Extended Data Fig. 7a). At low nutrient levels (0.1x LS), ROS burst magnitude was increased, time to maximum shortened and total ROS increased (Fig. 5a and Extended Data Fig. 7a). Nutrient concentration did not have an effect on the timing of ROS production in AX plants, and only a marginal impact on total ROS production was observed. We next examined the effects of individual components of LS medium, including nitrogen, phosphorus and iron as well as carbon-containing compounds myo-inositol and MES, on microbiota-mediated immunocompetence by supplementing 0.5x LS with each nutrient/compound at the concentration present in 1x LS. Only 1x nitrogen (supplied as NH_4_NO_3_ and KNO_3_ salts) suppressed flg22-induced ROS production and *FRK1* gene expression in HO plants to levels similar to 1x LS (Extended Data Fig. 7b–d), indicating that high N content plays a major role in suppressing microbiota-mediated immunocompetence.

**Fig. 5:**
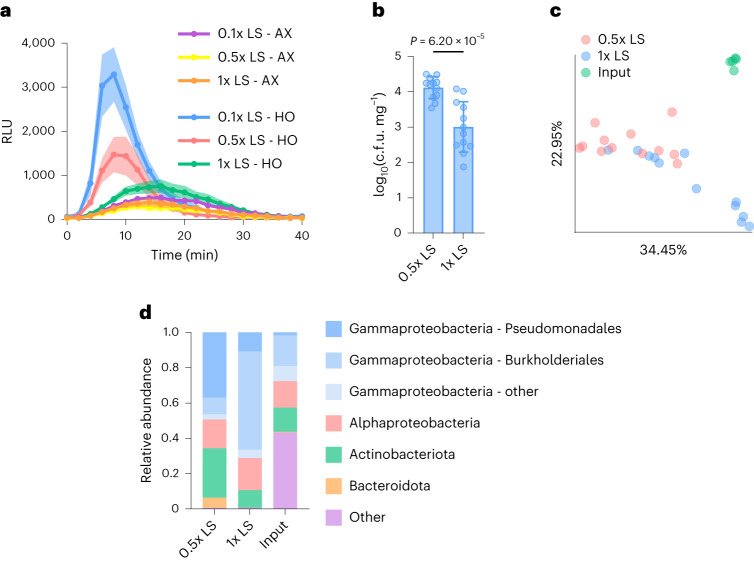
Microbiota-mediated immunocompetence is nutrient dependent. **a**, ROS burst dynamics induced by 100 nM flg22 in AX and HO plants grown in GnotoPots supplied with 0.1x, 0.5x or 1x LS nutrient solution concentrations. Results represent the mean ± s.e.m. (*n* = 6 plants). **b**, Absolute abundance of phyllosphere bacterial populations associated with HO plants grown in GnotoPots supplied with either 0.5x or 1x LS nutrient solution. Each bar represents the mean (±s.d.) bacterial titre as log-transformed c.f.u. cm^−2^ (*n* = 12 plants). *P* = 6.20 × 10^−5^, two-tailed unpaired *t*-test. **a**,**b**, Experiments were repeated a minimum of two independent times with similar results. **c**, PCoA of weighted UniFrac distances obtained from 16S rRNA gene sequence profiles of soil-derived input microbiota (MSU) and phyllosphere microbiota of HO plants after 6 weeks of growth in GnotoPots supplied with either 0.5x or 1x LS nutrient solution (0.5x LS vs 1x LS: *q* = 0.002, 0.5x LS vs input: *q* = 0.002, 1x LS vs input: *q* = 0.002; pairwise permutational multivariate ANOVA with 999 permutations). **d**, Relative abundance of bacterial populations at the phylum level. Members of Proteobacteria phylum are separated into class and members of Gammaproteobacteria class are further separated into order. **c**,**d**, *n* = 5 biologically independent soil samples (input), *n* = 12 plants (0.5x LS), *n* = 12 plants (1x LS). Source data

To determine whether microbial colonization is affected by nutrient level, we determined the absolute and relative abundance of phyllosphere bacterial microbiota using enumeration of culturable bacteria and 16S ribosomal (r)RNA gene amplicon sequencing in plants supplemented with 0.5x LS or 1x LS. Plants grown with 1x LS harboured approximately 10-fold lower total phyllosphere bacteria microbiota levels compared with plants grown with 0.5x LS (Fig. 5b). Principal coordinates analysis (PCoA) on weighted UniFrac distances indicated a significant compositional difference between phyllosphere bacterial communities associated with plants grown under the two nutrient levels (Fig. 5c). Actinobacteriota, Bacteroidota and Gammaproteobactera (belonging to the order Pseudomonadales) were observed to be more abundant in the phyllosphere of plants grown with 0.5x LS, whereas their relative abundance was greatly reduced in plants grown with 1x LS. Conversely, Gammaproteobacteria belonging to order Burkholderiales increased in relative abundance in plants grown with 1x LS compared with those grown with 0.5x LS (Fig. 5d). Together, these findings illustrate a tripartite interaction among immunity, microbiota and environment during microbiota-mediated maturation of flg22-triggered immunity.

### Dysbiotic microbiota overstimulates immune gene expression

Several recent reports have begun to show an important contribution of plant immunity, including PTI and vesicular trafficking pathways, to maintaining microbiota homoeostasis in *Arabidopsis* leaves^1,10,11^. In particular, we were able to establish two parallel leaf endosphere-derived bacterial SynComs: 48-member SynCom^Col-0^ derived from healthy Col-0 leaves and 52-member SynCom^mfec^ derived from dysbiotic *mfec* mutant leaves^10^. To investigate the impact of a normal (eubiotic) microbiota vs a dysbiotic microbiota on plant immunity, we examined the expression of several immunity-associated marker genes (*FRK1*, *PR1* and *CYP71A12*) in plants colonized with SynCom^mfec^ or SynCom^Col-0^ in comparison to AX plants in a plate-based gnotobiotic system. We found a gradient of expression of these genes, with the highest expression observed in Col-0 plants colonized by SynCom^mfec^, an intermediate level in SynCom^Col-0^-colonized plants and the lowest level in AX plants (Fig. 6a–c).

**Fig. 6:**
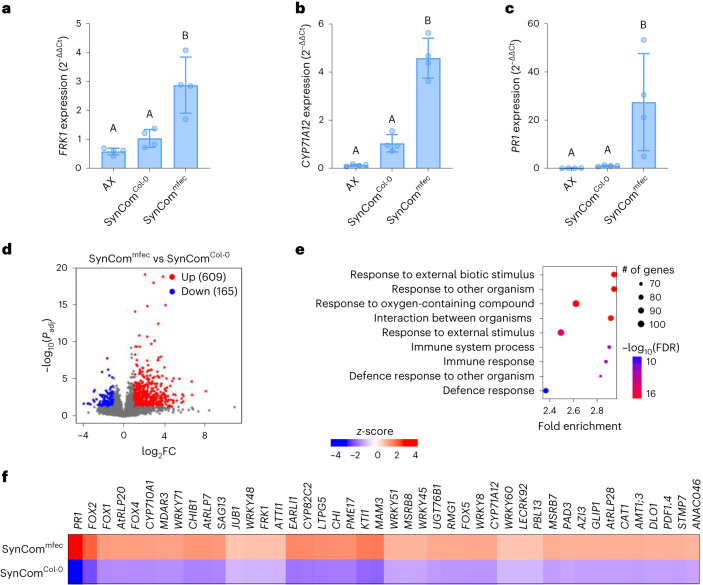
Dysbiotic microbiota overstimulates immune gene expression. **a**–**c**, Basal expression of defence-related genes *FRK1* (**a**), *CYP71A12* (**b**) and *PR1* (**c**) in AX, SynCom^Col-0^- and SynCom^mfec^-inoculated plants grown in agar plates. *PP2AA3* was used for normalization. Bars represent the mean ± s.d. (*n* = 4 biologically independent plant samples). Different letters represent a significant difference (*P* < 0.05, one-way ANOVA with Tukey’s HSD post-hoc test). **d**, Volcano plot of genes differentially expressed in SynCom^Col-0^- and SynCom^mfec^-colonized plants. Coloured regions represent significant differential expression with |log_2_FC| > 1 and FDR < 0.05 (Benjamini–Hochberg-corrected Wald test), with the number of genes corresponding to each group indicated in parentheses. **e**, GO term enrichment for upregulated DEGs in SynCom^mfec^-colonized plants compared to SynCom^Col-0^-colonized plants, ranked by significance (FDR < 0.05 cut-off). **f**, Heat map for selected genes from hierarchical clustering of all DEGs. Gene descriptions are listed in Supplementary Data 4. **d**–**f**, *n* = 3 biologically independent plant samples per condition. Source data

To gain a better understanding of plant transcriptional responses to eubiotic microbiota vs a dysbiotic microbiota, we performed RNA-seq analysis of Col-0 plants colonized by SynCom^mfec^ and SynCom^Col-0^ grown in parallel in the GnotoPot system. Colonization with SynCom^Col-0^ compared to SynCom^mfec^ resulted in 774 DEGs (|log_2_FC| > 1 and FDR < 0.05) (Fig. 6d and Supplementary Data 4). GO term analysis of the 609 DEGs upregulated upon colonization with SynCom^mfec^ vs SynCom^Col-0^ showed an over-representation of GO terms associated with biotic stress and immunity (Fig. 6e and Supplementary Data 5). In addition, several immunity pathways including the systemic acquired resistance, PTI signalling and glucosinolate biosynthetic processes were upregulated. Further analysis showed that several dysbiosis-associated genes were involved in pathogenesis-related processes during biotic stresses, which are associated with immunity, cell death and its regulation (Fig. 6f). Collectively, our results showed that dysbiotic SynCom^mfec^ overstimulates immune gene expression compared with eubiotic SynCom^Col-0^.

Next, we examined the capacity of individual SynCom members to potentiate immune stimulation. To facilitate the analysis of immune gene expression involving a large number of microbiota strains (48 SynCom^Col-0^ strains and 52 SynCom^mfec^ strains), we first performed qualitative β-glucuronidase (GUS) assays with 12-day-old seedlings of the *CYP71A12*_*Pro*_*:GUS* reporter line grown in liquid LS media inoculated with each of the 100 individual SynCom members. We found that the *Stenotrophomonas maltophilia* strains from both SynCom^Col-0^ (4 strains) and SynCom^mfec^ (8 strains) induced *CYP71A12*_*Pro*_*:GUS* reporter in leaves. In addition, 4 other strains that are unique to SynCom^mfec^, including *Stenotrophomonas acidaminiphila* (mfec-41), *Stenotrophomonas* sp. (mfec-48), *Microbacterium* sp*.* (mfec-31) and *Pseudomonas citronellolis* (mfec-34), showed *CYP71A12*_*Pro*_*:GUS* reporter activity in seedling leaves (Extended Data Fig. 8). Thus, SynCom^mfec^ has higher number and more diverse strains that can induce *CYP71A12* promoter activity in leaves. We then performed an independent RT–qPCR-based analysis of *CYP71A12* gene expression in leaves of 5-week-old, soil-grown *Arabidopsis* Col-0 plants, revealing a pattern of *CYP71A12* gene expression similar to that of the *CYP71A12*_*Pro*_*:GUS* reporter assay, despite very different plant growth conditions in these two independent experiments (Supplementary Data 6). Notably, most of the *CYP71A12*-induced SynCom members were previously shown to cause dysbiotic symptoms^10^.

## Discussion

Here we show that *Arabidopsis* plants grown without exposure to a microbiota are greatly compromised in age-dependent immunity that occurs in plants colonized naturally by microbiota. Axenically grown plants exhibit significant defects in PTI and are hypersusceptible to infection by the bacterial pathogen *Pst* DC3000 and the fungal pathogen *B. cinerea*. We also show that immunocompetence can be restored by natural soil-derived microbiota as well as a 48-member eubiotic bacterial synthetic community (SynCom^Col-0^) derived from leaf endophytic bacteria. In contrast, a 52-member dysbiotic synthetic community derived from leaf endophytic bacteria overstimulates immune gene expression. Finally, our results show that the immune-modulation function of microbiota can be influenced by environmental conditions. Together, these results have notable implications in the formulation of a framework for explaining age-dependent immunity, microbiota-immunity interplay and ‘immunity–microbiome–environment’ tritrophic interactions in plants.

With respect to age-dependent immunity, a previous study characterized the ontogeny of flg22-triggered immunity in very young *Arabidopsis* seedlings (within 6 d after germination) in axenic nutrient agar plates^44,48^, providing insight into the developmentally controlled maturation of immune responses immediately after germination. Results presented here, however, show that flg22-triggered immunity exhibits an age-dependent maturation period that extends through at least the first 2–3 weeks of vegetative growth and that full-scale age-dependent immune maturation requires exposure to microbiota. As demonstrated here, microbiota-colonized HO plants in peat-based gnotobiotic systems developed age-dependent PTI over time, mirroring plants grown conventionally in potting soil. In contrast, development of age-dependent PTI was greatly reduced in AX plants. The microbiota-mediated age-dependent maturation bears striking conceptual parallels to that observed in germ-free mice in which an important contribution of endogenous microbiota in postnatal maturation of mammalian innate immunity is well recognized^38,39^. While ARR has typically been proposed to be caused by developmental processes that antagonize immune responses^45^, results presented here revealed that microbiota-assisted immune maturation is a previously unrecognized contributor that plays an important role in age-dependent immune maturation in plants.

It should be pointed out that the discovery of a causal role of microbiota in age-dependent immune maturation required the use of a gnotobiotic system capable of growing plants with or without a natural or synthetic community of microbes. Because agar plates, a commonly used gnotobiotic system, are not ideal for natural colonization of plants by a complex microbial community due to artificial overgrowth of some microbes, this has been achieved in this study by using FlowPot and GnotoPot gnotobiotic systems with a peat-based substrate, which partially simulates the natural soil substrate. We used FlowPots and GnotoPots interchangeably and some initial experiments were repeated using both systems with similar results. For most subsequent experiments, we used GnotoPots because they allowed plants to grow for a longer duration compared with FlowPots^43^. An important realization during this study is that peat-based plant gnotobiotic systems can be fine-tuned to simulate a range of various abiotic conditions, such as nutrients. This was useful for our study because many of the microbiota functions in nature seem to be context dependent. For example, high nitrogen fertilizer regimes have been shown to increase susceptibility of plants grown in a non-sterile hydroponic system^49^. However, it was not known whether the effect of high-nitrogen nutrients is mediated in part by microbiota. In this study, fine-tuning the nutrient conditions of GnotoPots enabled us to discover that nutrient-mediated immune suppression was most obvious in the presence of microbiota and that high nitrogen has a prominent effect on microbiota level and composition, suggesting an intricate interplay between plant, microbiota and nutrient conditions.

Recent studies began to illustrate the importance of immunity–microbiome interplays in plants. For example, we and others have recently shown that PTI-associated PRRs and ROS-generating RBOHD/F are essential components of a plant genetic network in configuring a normal eubiotic leaf microbiota to prevent health-damaging dysbiosis^1,10,11^. Similarly, bacterial members of both leaf and root microbiotas either stimulate or suppress PTI-associated gene expression^50,51^. In this study, we found that a synthetic community composed of 48 culturable *Arabidopsis* phyllosphere bacteria (SynCom^Col-0^) was sufficient to restore immunocompetence in the leaves of AX plants at a level similar to that conferred by a natural soil-derived microbial community. This is interesting considering that most members of the leaf bacterial microbiota live on the surfaces and less than 5% of leaf bacteria reside inside the leaves^10^. Results presented here suggest either the importance of endophytic leaf bacteria in maturing immune responses in *Arabidopsis* leaves or the presence of multiple functionally redundant subcommunities of any given microbiota, with each subcommunity capable of independently conferring immune maturation to plants. In either scenario, there seems to be substantial redundancy among different phyllosphere strains in endowing immunocompetence (Extended Data Fig. 6).

The role of microbiota in modulating immunocompetence seems robust across different plant growth conditions used in our study. When we analysed the transcriptome profiles of plants colonized by SynCom^Col-0^ vs natural microbiota (HO^Malaka^ or HO^MSU^), compared to the corresponding axenic plants, enrichment of immune-associated genes was observed in both cases (Extended Data Fig. 9), even though plants were grown under different conditions, including different growth-substrate mixtures and photoperiods (see Methods). Interestingly, enriched immune genes observed in our study include 20 so-called ‘general non-self response (GNSR)’ genes that are commonly induced by 13 individual strains from the *At-LSPHERE* collection^52^. The GNSR genes constitute 9% of the upregulated genes (20/213) commonly enriched in plants inoculated with natural microbiotas and SynCom^Col-0^ in this study. Overall, our study is consistent with the existence of a broader core microbiota-associated transcriptome response and highlights the importance of a natural or eubiotic community in shaping the transcriptome landscape of basal immune responses in plants.

Another important implication of the findings from this study is that not only do *Arabidopsis* plants require a microbiota to properly develop PTI, but also that the composition of the microbiota is important. We found that SynCom^Col-0^, a eubiotic microbiota derived from healthy *Arabidopsis* leaves, was sufficient to restore immunocompetence to AX plants. In contrast, SynCom^mfec^, a dysbiotic microbiota derived from leaves of the *Arabidopsis mfec* quadruple mutant, overstimulated immune gene expression (Fig. 6). This observation suggests that a healthy, eubiotic microbiota is necessary to properly gate the plant immune system. We think that this is an important observation because in human–microbiome interactions, dysbiosis is associated with autoimmune ailments such as inflammatory bowel disease, diabetes, allergies and other health issues^53,54^. Thus, an intimate interplay between immunity and microbiota appears to be core to host–microbiome interactions in both animal and plant kingdoms. Deviations from a eubiotic microbiota could result in immunodeficiency (as in the case of AX plants) or immune overstimulation (as in the case of SynCom^mfec^-inoculated plants). Thus, a eubiotic microbiota has a fundamental role in gating plant immune response during growth and development.

## Methods

### *Arabidopsis* growth conditions

The following *Arabidopsis thaliana* genotypes were used in this study: Col-0, *bak1-5 bkk1-1 cerk1* mutant (*bbc*) (ref. ^46^). Conventionally grown plants were grown using potting soil composed of equal parts Suremix (Michigan Grower Products), medium vermiculite and perlite. The resulting potting soil was autoclaved once to eliminate pests. Plants were grown in an air-circulating growth chamber with the following conditions: 60% relative humidity, 22 °C, 12 h day/12 h night photoperiod cycle, daytime photon flux of ~90–100 μmol m^−2^ s^−1^ and supplementation with 0.5x Hoagland nutrient solution^55^ as needed.

For experiments using peat-based gnotobiotic systems^43^, plants were grown in FlowPots or GnotoPots. Nutrients were supplemented with buffered 0.5x LS liquid media (pH 5.7) (Caisson Labs), unless indicated otherwise. Full strength LS contains 1,900 mg l^−1^ KNO_3_, 1,650 mg l^−1^ NH_4_NO_3_, 332.2 mg l^−1^ CaCl_2_, 200 mg l^−1^ MES buffer, 180.7 mg l^−1^ MgSO_4_, 170 mg l^−1^ KH_2_PO_4_, 100 mg l^−1^ myo-inositol, 98 mg l^−1^ KHCO_3_, 37.26 mg l^−1^ EDTA, 27.8 mg l^−1^ FeSO_4_ ⋅ 7H_2_O, 16.9 mg l^−1^ MnSO_4_ ⋅ H_2_O, 8.6 mg l^−1^ ZnSO_4_ ⋅ 7H_2_O, 6.2 mg l^−1^ H_3_BO_3_, 0.83 mg l^−1^ KI, 0.4 mg l^−1^ thiamine HCl, 0.25 mg l^−1^ Na_2_MoO_4_ ⋅ 2H_2_O, 0.025 mg l^−1^ CoCl_2_ ⋅ 6H_2_O and 0.025 mg l^−1^ CuSO_4_ ⋅ 5H_2_O. Soil for natural microbiota inoculation was collected from a *Miscanthus* plot at Michigan State University (42.716989° N, 84.462711° W; ‘MSU’ microbiota input). For the transcriptome experiment using HO communities, a second natural microbiota input was obtained from soil collected from an undisturbed grassland in Malaka Township, Iowa (41.836100° N, 93.007800° W; ‘Malaka’ microbiota input). For natural community microbiota experiments, AX plants were mock inoculated with an autoclaved soil slurry (50 g soil per litre water) and HO plants were inoculated with the same unautoclaved soil slurry. For experiments using synthetic communities, plants were inoculated as previously described^10^. Briefly, individual microbiota members were cultured individually on individual R2A (Sigma, 17209) plates before being pooled together in equal ratios (optical density (OD)_600_) in 10 mM MgCl_2_. For GnotoPot assays, bacterial suspensions were adjusted to a final OD_600_ = 0.04 (~2 × 10^7^ colony-forming units (c.f.u.) ml^−1^) and 1 ml was used to inoculate each GnotoPot. For plate-based assays, 2 μl of bacterial suspension with final OD_600_ = 0.01 (~5 × 10^6^ c.f.u. ml^−1^) was spotted directly onto seeds. AX plants for synthetic community experiments were mock inoculated with an equal volume of 10 mM MgCl_2_.

### Pathogen infection assays

For flg22 protection assays with conventional potting soil-grown *Arabidopsis*, plants of the indicated ages were hand infiltrated using a blunt-end syringe with 500 nM flg22 and allowed to dry until no longer water-soaked in appearance. At 16–24 h after pretreatment with flg22, leaves were infiltrated with 5 × 10^7^ c.f.u. ml^−1^ *Pst* DC3000 using a blunt-end syringe. Infected plants were partially covered with a clear plastic dome to increase humidity. Bacterial populations were determined 24 h after infiltration.

For flg22 protection assays in gnotobiotic *Arabidopsis*, plants were grown in FlowPots with 0.5x LS. Sow date was staggered and plants of the indicated ages were treated at the same time to allow direct comparison. Plants were pretreated with 100 nM flg22 using a blunt-end syringe and allowed to dry until no longer water-soaked in appearance. Control and flg22-treated plants were kept in microboxes with the lid on overnight. At 24 h after flg22 pretreatment, plants were syringe infiltrated with *Pst* DC3000 at 1 × 10^6^ c.f.u. ml^−1^. Infected plants were allowed to dry until no longer water-soaked in appearance and then covered with a clear plastic dome to maintain high humidity. Bacterial populations were determined 24 h after infiltration.

For disease assays (without flg22 pretreatment) in gnotobiotic *Arabidopsis*, plants were grown in FlowPots or GnotoPots with 0.5x LS and hand infiltrated with *Pst* DC3000 at 1 × 10^5^ c.f.u. ml^−1^. Infected plants were allowed to dry then kept at high humidity (>95% relative humidity). Bacterial populations were determined 3 d after infiltration. For *B. cinerea* inoculation, spores were diluted in 1% Sabouraud Maltose Broth (BD, 242910) to a final concentration of 1 × 10^5^ spores per ml. Two 2 μl droplets were spotted per leaf on three leaves per plant. Infected plants were kept at high humidity (>95% relative humidity). Lesions were imaged 5 d after inoculation and quantified using ImageJ v.1.51.

### Transcriptome analysis

For transcriptome experiments with natural community inputs, total RNA was extracted from whole rosettes of FlowPot-grown *Arabidopsis* inoculated with ‘MSU’ or ‘Malaka’ soil-derived input microbiota, or in the case of AX plants, mock-inoculated with a corresponding input microbiota that had been autoclaved. A biological replicate is defined as a pool of eight rosettes collected from four FlowPots within the same microbox. Three biological replicates per condition were collected, totalling six holoxenic and six axenic replicates. RNA was extracted using the RNeasy Plant Mini kit (Qiagen, 74904) according to manufacturer protocol, with optional on-column DNase digestion. Purified RNA was eluted in TE buffer (Tris-HCl 10 mM, pH 7.5, EDTA 1 mM). RNA concentrations were determined using an ND-1000 NanoDrop spectrophotometer (Thermo Scientific) or by Qubit RNA HS fluorometric assay (Thermo Fisher, Q32855). Total RNA samples were collected in 2.0 ml nucleic acid LoBind tubes (Eppendorf, 022431048) and stored at −80 °C. RNA was checked for quality using a Bioanalyzer 2100 (Agilent) and all samples were determined to have an RNA integrity score of six or greater. Stranded sequencing libraries were prepared using the NuGEN Ovation RNA-SEQ System for Model Organisms (*Arabidopsis*) according to manufacturer protocol (NuGEN). Library preparation and sequencing were performed by the Michigan State University Research Technology Service Facility (RTSF). Sequencing was performed on the HiSeq 2500 (Illumina) with a 1 ×50-bp single-read stranded format using Illumina HiSeq SBS reagents (v.4). Base calling was done using Illumina Real Time Analysis (RTA) v.1.18.64.

For transcriptome experiments with SynComs, plants were grown in GnotoPots under long day (16 h day/8 h night) condition and sampled at day 26 after germination. At harvest, two leaves from a single plant were pooled per sample and a total of three biologically independent plant samples per condition were collected. RNA extraction was performed as described above, but samples were eluted in RNase/DNase-free water. RNA quality controls were performed using Qubit (Thermo Fisher) and TapeStation (Agilent). Stranded RNA-seq libraries were pooled and sequenced on the Illumina NovaSeq 6000 S1 to obtain 50-bp paired-end reads. Base calling was done using Illumina RTA 3. Library preparation and sequencing were performed by the Sequencing and Genomic Technologies Core at Duke University’s Center for Genomic and Computational Biology.

Raw transcriptome reads for both transcriptome experiments were processed on the Duke Compute Cluster as follows: read quality control was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^56^, adapter trimming and sequence mapping were achieved using Trimmomatic^57^ and STAR (v.9.3.0) (ref. ^58^). Gene expression was quantified using the R package Rsubreads (v.2.8.2) (ref. ^59^). DEGs were identified using the R package DESeq2 (ref. ^60^). Read transformation and normalization for PCoA and clustering were done using the EdgeR package on the iDEP platform (v.1.0) (ref. ^61^). Genes with differential expression were selected using |log_2_FC| > 1 and FDR < 0.05 (calculated using default DESeq2 settings based on Benjamini–Hochberg-corrected Wald test) as selection criteria, and GO analysis was performed using ShinyGO (v.0.76.2) (ref. ^62^) with an FDR cut-off of 0.05 and 4 genes per group selection criteria.

### ROS burst assay

Leaf discs (4 mm in diameter) were taken from the center of leaves from plants of various ages and floated with abaxial side down in wells of a white 96-well plate containing 200 μl sterile water in each well. Plates were covered with foil and leaf discs were kept in sterile water overnight to attenuate wounding response. After 24 h, water was removed from wells and replaced with 100 μl of an immune-eliciting solution containing 34 μg ml^−1^ luminol (Sigma, A8511), 20 μg ml^−1^ horseradish peroxidase (Sigma, P6782) and 100–250 nM of the indicated PAMP/DAMP. Luminescence measurements were collected (total photon counting) over 40 min immediately after the addition of immune-eliciting solution using a SpectraMax L microplate reader with SoftMax Pro v.7.0.3 (Molecular Devices). Total ROS was calculated for each sample in Prism v.10.0.0 (GraphPad) using the ‘Area under curve’ analysis.

### RT–qPCR analysis gene expression

For RT–qPCR analysis of elicitor-induced gene expression, whole plants were sprayed with or leaf discs were floated on an elicitor solution. For spray elicitation (Figs. 1d,e and 3f), plants of the indicated ages were treated with a foliar spray of elicitor solution consisting of 100 nM flg22, 0.1% dimethylsulfoxide and 0.025% Silwet-L77 (Bioworld, 30630216), or a mock solution that lacked flg22. Foliar sprays were applied, ensuring that the treatment solution came in contact with both the adaxial and abaxial sides of leaves. Aboveground tissue was harvested for further processing. For leaf disc elicitation (Figs. 3b and 4c, and Extended Data Fig. 7d), 4 mm leaf discs were taken from 4.5–6-week-old plants and floated on sterile water overnight. The next day the water was removed and replaced with an elicitor solution containing 250 nM of the indicated PAMP/DAMP. For basal gene expression analysis of plate-grown plants (Fig. 6a–c), full rosettes of 16-day-old seedlings were snipped and transferred to 2 ml screw-top tubes before being frozen in liquid N_2_ and stored at −80 °C until further processing. The aboveground tissue of 5 plants from a single plate was pooled to constitute one biological replicate. For transcriptional analysis of SynCom leaf infiltration (Supplementary Data 6), 4.5–5-week-old plants were hand infiltrated with each strain at OD_600_ of 0.2 and three biological replicates were harvested after 24 h for RNA extraction.

Total RNA was extracted from leaf tissues using either Trizol (Thermo Fisher, 15596026) and a Direct-zol RNA extraction kit (Zymo Research, R2055) or an RNeasy Plant Mini kit (Qiagen, 74904) according to manufacturer instructions using the optional on-column DNase treatment. Complementary (c)DNA synthesis was accomplished in 10 μl volumes with SuperScript IV VILO master mix (Thermo Fisher, 11766500) or M-MLV Reverse Transcriptase (Thermo Fisher, 28025013) according to manufacturer instructions using 640–1,000 ng total RNA as input. Upon synthesis, cDNA was diluted 10-fold and qPCR was performed in duplicate on a minimum of three biological replicates in 10 μl reaction volumes containing 5 μl SYBR Green PCR master mix (Applied Biosystems, 4309155), 0.25 μl of each primer and 2 μl of template cDNA. qPCR was performed on an ABI 7500 Fast (Applied Biosystems) or a QuantStudio 5 RT–qPCR system (Applied Biosystems) and analysed with SDS v.2.0 software (Applied Biosystems) or Design and Analysis v.1.5.2 software (Applied Biosystems), respectively, using the default settings. *PP2AA3* was used for normalization. The primer sets used to quantify gene expression in this study are listed in Supplementary Data 9.

### SA and glucosylated SA (SAG) quantification

Plant hormones SA and SAG were extracted as previously described^63^. In brief, 2–3 leaves harvested from 4.5-week-old plants grown in FlowPots were pooled, weighed, frozen then ground to fine powders with a TissueLyser (Qiagen). Frozen powders were resuspended in 1 ml extraction buffer containing 80% methanol, 0.1% formic acid, 0.1 mg ml^−1^ butylated hydroxytoluene and 100 nM deuterated abscisic acid (ABA-^2^H_6_) in water. Samples were extracted overnight at 4 °C with gentle agitation. The next day, samples were cleared by centrifugation at 12,000 × *g* for 10 min, filtered through a 0.2 μm PTFE membrane (Millipore, UFC30LG25) and transferred to autosampler vials. Injections (10 μl) of prepared extracts were separated using an Ascentis Express fused-core C18 column (2.1 × 50 m, 2.7 μm) heated to 50 °C on an Acquity ultra performance liquid chromatography system (Waters Corporation). A gradient of 0.15% formic acid in water (solvent A) and methanol (solvent B) was applied over 2.5 min at a flow rate of 0.4 ml min^−1^. Separation consisted of a linear increase from A:B (49:1) to 100% B. Transitions from deprotonated molecules to characteristic product ions were monitored for ABA-^2^H_6_ (*m*/*z* 269.1 > 159.1), SA (*m*/*z* 137.0 > 93.0) and SAG (*m*/*z* 299.1 > 137.0) on a Quattro Premier tandem mass spectrometer (Waters Corporation) in negative ion mode. The capillary voltage, cone voltage and extractor voltage were 3,500 V, 25 V and 5 V, respectively. The flow rates were 50 l h^−1^ for the cone gas (N_2_) and 600 l h^−1^ for the desolvation gas (N_2_). ABA-^2^H_6_ served as the internal standard for hormone quantification. MassLynx v.4.1 (Waters) was used for data acquisition and processing. Collision energies and source cone potentials were optimized using the MassLynx v.4.1 QuanOptimize package (Waters). Peaks were integrated and the analytes quantified on the basis of standard curves normalized to the internal standard.

### Immunoblot analysis

Protein was extracted from leaves as previously described^19^ with slight modification. First, frozen leaf tissues were ground to fine powders with a TissueLyser (Qiagen) using two 45 s cycles at 28 Hz. Powders were taken up into a protein extraction buffer containing 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 10% (v/v) glycerol, 1% (v/v) IGEPAL CA-630 (NP-40) (Sigma, I3021), 0.5% (w/v) sodium deoxycholate and 1x Complete EDTA-free Protease Inhibitor tablet (Roche, 11836170001), and incubated on ice for 15 min with periodic inversion. Leaf lysates were cleared by centrifugation at 10,000 × *g* for 5 min and total protein normalized via Bradford assay (Biorad, 5000006). Extracts were prepared for SDS–PAGE with a 5x loading buffer containing 10% (w/v) sodium dodecyl sulfate, 20% glycerol, 0.2 M Tris-HCl (pH 6.8) and 0.05% bromophenol blue, and gradually denatured on a thermocycler using the following sequence: 37 °C for 20 min, 50 °C for 15 min, 70 °C for 8 min and 95 °C for 5 min. Protein was subsequently separated on NuPAGE 4–12% bis-tris gels (Thermo Fisher, NP0321) for 2.5 h using 100 V. Proteins were then transferred to a polyvinylidene fluoride membrane using an iBlot 2 dry blotting system (Thermo Fisher), blocked in 3% milk + 2% BSA and immunoblotted overnight at 4 °C with antibodies specific to *Arabidopsis* FLS2 (Agrisera, AS12 1857; 1:5,000 dilution), BAK1 (Agrisera, AS12 1858; 1:5,000 dilution), MPK3 (Sigma, M8318; 1:500 dilution) or MPK6 (Sigma, A7104; 1:2,000 dilution) at the indicated dilutions. Blots for detecting phosphorylated MAPK were blocked in 5% BSA and immunoblotted with a phosphor-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (Cell Signaling, 9101; 1:1,000 dilution). Horseradish peroxidase-conjugated anti-rabbit antibody produced in goat (Agrisera, AS09 602; 1:40,000) was used as a secondary antibody and the resulting proteins of interest were visualized with SuperSignal West chemiluminescent substrate (Thermo Fisher) in an iBright 1500 system (Invitrogen). Ponceau S or Amido Black staining was performed to verify equal loading. Bands were quantified using ImageJ v.1.51.

### Phyllosphere bacterial enumeration

A culture-based approach was used to quantify phyllosphere bacterial communities as previously described^10^. Briefly, leaves were rinsed in sterile water twice and air dried to remove residual surface water. Leaves were then weighed and ground in 10 mM MgCl_2_ and a serial dilution was plated on R2A (Sigma, 17209) supplemented with 50 μg ml^−1^ cycloheximide. Plates were incubated at room temperature for 2 d, then at 4 °C for 4 d and colonies counted.

### Microbial community profiling

16S rRNA gene amplicon sequencing was used to estimate the relative abundance of bacterial taxa. Total DNA was extracted from phyllosphere and input communities using DNeasy PowerSoil Pro kit (Qiagen, 47014) according to manufacturer instructions. For phyllosphere samples, 2–3 leaves were pooled from a single plant per biological sample (*n* = 12). For input samples, 500 μl of soil slurry was saved during inoculation (*n* = 5). PCR was performed with AccuPrime high-fidelity *Taq* DNA polymerase (Thermo Fisher, 12346086) using barcoded primers with heterogeneity adapters targeting the v5/v6 region of the 16S rRNA gene (799F and 1193R, see Supplementary Data 9 for primer sequences). Primary amplicons were separated via electrophoresis on a 1% agarose gel. DNA in the ~400-bp band was recovered using the Zymoclean Gel DNA Recovery kit (Zymo Research, D4008). The concentration of the recovered DNA was measured with a PicoGreen dsDNA assay kit (Invitrogen, P7589) and normalized to 1–10 ng μl^−1^. Samples were submitted to the RTSF Genomics Core at Michigan State University for library preparation and 16S rRNA gene sequencing.

The RTSF Genomics Core performed secondary PCR using dual-indexed, Illumina-compatible primers that target the Fluidigm CS1/CS2 oligomers at the ends of the primary PCR products. Amplicons were batch normalized using SequalPrep DNA Normalization plates (Invitrogen, A1051001) and the recovered product was pooled. The pools were quality controlled and quantified using a combination of Qubit dsDNA HS (Thermo Fisher, Q32855), 4200 TapeStation HS DNA1000 (Agilent) and Collibri Library Quantification qPCR (Invitrogen, A38524100) assays. The library pool was loaded onto a MiSeq v2 flow cell and sequencing performed in a 2 ×250-bp paired-end format using a MiSeq v.2 500 cycle reagent cartridge. Custom sequencing and index primers complementary to the Fluidigm CS1 and CS2 oligomers were added to appropriate wells of the reagent cartridge. Base calling was done by Illumina RTA v.1.18.54 and the output of RTA was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v.2.20.0.

Raw fastq files from the MiSeq instrument were demultiplexed and processed using the QIIME 2 Core 2022.2 distribution^64^. In brief, primers and heterogeneity spacers were removed using Cutadapt^65^ and DADA2 (ref. ^66^) was used to trim, quality filter and denoise sequences, remove chimaeric sequences and obtain amplicon sequence variants. Taxonomic assignment of each amplicon sequence variant was performed using a Naïve Bayes classifier^67^ pre-trained on the SILVA 16S rRNA gene reference database (release 138) (ref. ^68^) formatted for QIIME using the RESCRIPt^69^ plugin. Unassigned sequences or sequences identified as plant chloroplast or mitochondria were removed. Diversity analyses were performed within QIIME 2. Samples were rarified to 5,765 reads for calculating diversity metrics.

### *CYP71A12*_*pro*_*:GUS* histochemical assay

GUS assay was performed as described previously^70^ with minor modifications. Briefly, seedlings were grown in 24-well plates containing liquid LS medium supplemented with 0.5% sucrose under 16 h/8 h day/night cycle in a Percival plant growth chamber at 22 °C under a light intensity of 50 μmol m^−2^ s^−1^. Plants were inoculated at day 12 with bacterial strains. Bacterial strains were grown on R2A plates at 22 °C for 3 d, resuspended in 10 mM MgCl_2_ and added to seedlings in LS medium without sucrose at OD_600_ of 0.002. After treatment with SynCom strains for 5 h, seedlings were rinsed with 0.5 ml 50 mM sodium phosphate buffer (pH 7) and submerged in 0.5 ml GUS staining solution (50 mM sodium phosphate (pH 7), 0.5 mM K_4_[Fe(CN)_6_], 0.5 mM K_3_[Fe(CN)_6_], 1 mM X-Gluc (GoldBio, G1281C) and 0.01% Silwet-L77 (Bioworld, 30630216)). After vacuum infiltration for 10 min, plates were incubated at 37 °C overnight. Plants were fixed with a 3:1 ethanol:acetic acid solution at 4 °C for 1 d followed by transfer to 95% ethanol.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Data 1–10 Supplementary Data 1–10.

## Data Availability

The RNA-seq raw sequencing and analysed data have been deposited in the NCBI Gene Expression Omnibus database under accession GSE218961 and GSE218962. Raw source 16S rRNA gene sequences from this project are available in the Sequence Read Archive database under BioProject PRJNA977816, accession numbers SAMN35534885 to SAMN35534914. QIIME-compatible SILVA 16S rRNA gene reference sequences and taxonomy (release 138) can be downloaded from https://docs.qiime2.org/2022.2/data-resources/. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 3 Unprocessed western blots.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 3 Unprocessed western blots.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 5 Unprocessed western blots.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.

# Supplementary material for: A critical role of a eubiotic microbiota in gating proper immunocompetence in Arabidopsis
**Source:** Nat Plants. 2023 Aug 17;9(9):1468–80. doi: 10.1038/s41477-023-01501-1
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Gene expression: ABI 7500 SDS v2.0, QuantStudio Design and Analysis v1.5.2  
RNA-seq: Illumina Real Time Analysis (RTA) version 1.18.64, Illumina RTA 3  
ROS: Molecular Devices SoftMax Pro v7.0.3  
Western blots: Invitrogen iBright 1500 system  
Hormone quantification: Waters MassLynx v4.1, Waters MassLynx v4.1 QuanOptimize  
16S: Illumina RTA v1.18.54, Illumina Bcl2fastq v2.20.0

#### Data analysis

Statistics and graph production: GraphPad Prism 10.0.0 software  
Gene expression: QuantStudio Design and Analysis v1.5.2  
RNA-seq: Illumina Bcl2fastq v2.20.0, FastQC, Trimmomatic, STAR v9.3.0, Rsubreads version 2.8.2, DESeq2, EdgeR on the iDEP platform v1.0, ShinyGO version 0.76.2, [https://github.com/rsahrabi/MIP\\_ms](https://github.com/rsahrabi/MIP_ms)  
Total ROS: GraphPad Prism software version 10.0.0  
Protein quantification: ImageJ v1.51  
Hormone quantification: Waters MassLynx v4.1, Waters MassLynx v4.1 QuanOptimize  
16S amplicon analysis: QIIME 2 Core 2022.2 distribution (including DADA2 and RESCRIPt plugins), Cutadapt v4.1, <https://github.com/BradCP/A-critical-role-of-a-eubiotic-microbiota-in-gating-proper-immunocompetence-in-Arabidopsis>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq raw sequencing and analyzed data have been deposited in the NCBI Gene Expression Omnibus database under accession GSE218961 and GSE218962. Raw source 16S rRNA gene sequences from this project are available in the Sequence Read Archive database under BioProject PRJNA977816, accession numbers SAMN35534885 to SAMN35534914. QIIME-compatible SILVA 16S rRNA gene reference sequences and taxonomy (release 138) can be downloaded from <https://docs.qiime2.org/2022.2/data-resources/>. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size and statistical analyses are described in the relevant figure legends. Sample size was determined based on experimental trials and with consideration of previous publications (Chen et al. 2020 PMID: 32350464) on similar experiments to allow for confident statistical analyses. There were no statistical methods used to predetermine sample sizes.                                                                                                      |
| Data exclusions | No data that pass quality control were excluded from statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | The number of independent replication for each experiment is described in the relevant figure legends. Two or more independent experiments were performed for all assays. Results were ensured to be reproducible in all repeats with the same trend.                                                                                                                                                                                                                      |
| Randomization   | Gnotobiotic plants were grown within Microboxes placed side-by-side in environmentally-controlled growth chambers (light, temperature, humidity) to control other covariates and to minimized unexpected environmental variations. Additionally, Microboxes were rotated periodically to randomize the effect of localized environmental differences within a chamber. Leaf samples of similar age were collected from plants at the indicated ages and assessed randomly. |
| Blinding        | Researchers were not blinded to allocation during experiments and outcome assessment. This is in part because gnotobiotic plants with different treatments can exhibit phenotypes than makes them identifiable visually. Thus, blinding was not possible in these cases. Routine practices included more than one author observing/assessing phenotypes, whenever possible.                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The antibodies used in this study are commercially available: anti-BAK1 (Agrisera AS12 1858, used at 1:5000), anti-FLS2 (Agrisera AS12 1857, used at 1:5000), anti-MPK3 (Sigma M8318, used at 1:500), anti-MPK6 (Sigma A7104, used at 1:2000), anti-phospho-p44/42 MAPK Erk1/2 Thr202/Tyr204 (Cell Signaling 9101, used at 1:1000), Goat anti-rabbit HRP (Agrisera AS09 602, used at 1:40000).

## Validation

All antibodies used in this study are commercially available and validated according to the manufacturers specifications:  
 anti-BAK1 - <https://www.agrisera.com/en/artiklar/bak1-bri1-associated-receptor-kinase.html>  
 anti-FLS2 - <https://www.agrisera.com/en/artiklar/fls2-flagellin-sensitive-2-.html>  
 anti-MPK3 - <https://www.sigmaaldrich.com/US/en/product/sigma/m8318>  
 anti-MPK6 - <https://www.sigmaaldrich.com/US/en/product/sigma/a7104>  
 anti-phospho-p44/42 MAPK - <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>  
 anti-rabbit - <https://www.agrisera.com/en/artiklar/goat-anti-rabbit-igg-hl.html>

How the deposited data were processed for this re-analysis (not part of the article)

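The deposited table gives the number of RNA-seq reads that the authors counted on each of 33610 genes in 12 libraries of whole rosettes, 3 each from HO plants inoculated with an MSU or a Malaka soil slurry and from AX plants given the corresponding autoclaved slurry. As the paper describes it, the reads were trimmed with Trimmomatic, mapped with STAR and counted with Rsubread. The values are whole numbers that were not normalized, and they were used as they stand. The second series of the paper, on plants with synthetic communities, was not analysed here. The table holds a column per library, so no replicates were pooled. Conditions and replicate numbers come from the column names and the sample labels.

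The lowest total was 10211008 counts and the highest 22710086. Nuclear ribosomal RNA genes took between 9.88% and 21.8% of a library, and organelle genes between 48.5% and 57.7%. A gene without counts was given a floor of 3 counts, per library for a value in a library and over a group for a ratio between groups. Ratios against groups with 1 to 3 counts carry a 95% interval from the exact binomial (Clopper-Pearson) distribution of the counts. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

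Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest after TMM normalization), on the 17588 genes that passed filterByExpr with a minimum count of 10, a minimum total of 15 and groups of 3. HO plants were compared with AX plants over all libraries with soil as a term. The comparisons within a soil, between the soils and of soil by treatment were contrasts of a model with the 4 groups. DEGs had a |log2FC| of at least 1 and a Benjamini-Hochberg FDR under 0.05, the interaction an FDR under 0.05 alone. The principal component analysis used log2(CPM + 4) of the same genes, centred and not scaled, and its separation was tested by exact permutation of the labels. Lists of genes for SA, camalexin and indole glucosinolate, jasmonate, rapid stress and handling, the circadian clock, phosphate starvation and iron deficiency were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2, and camera was run with its preset correlation between genes of 0.01 and with one estimated from the data. A pair of further lists, of morning and evening clock genes outside the first clock list, was tested the same way. On counts simulated from each gene's mean and dispersion in these libraries, with 200 genes changed by a log2FC of 2, the same code called 100% of them between HO and AX, 98.0% and 97.5% within the soils and 91.0% in the interaction. False calls numbered 0 of 200, 5 and 6 of 201 each, and 18 of 200, so that in the interaction their share was above the nominal 5%. The changed genes were drawn only from those above a set mean count, so the recovery does not describe genes with fewer counts. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

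The genes named by symbol were chosen by a rule. They are the genes the paper's text names for this experiment, whose values in Supplementary Data 1 had been seen, and genes the paper measures in other ways (FLS2, BAK1, BIK1, MPK3, MPK6, PR1 and PP2AA3). They are also, among DEGs at which HO and AX libraries did not overlap, the 5 with the largest and the 5 with the most negative log2FC, the 5 genes with the smallest p for the interaction, and the 3 DEGs with the largest change between the soils in AX and in HO plants. Members of the lists are named where they carry a list's result. CYP71A13, its neighbour AT2G30766 and 4 genes of chromosome 4 were singled out after their values were seen.

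The alternatives set before the data were examined were DESeq2 1.42.0 with its own normalization, RLE factors, total counts without composition correction, no filter on low counts, the default filter of the iDEP platform (at least 0.5 CPM in at least 1 library) with edgeR and with DESeq2, the fold threshold tested inside the model, no term for soil, the 6 libraries of a soil fitted alone, the replicate number as a block, and each library left out in turn. For the principal components they were log2(CPM + 1), genes scaled to unit variance, the iDEP filter, the 500 most variable genes and total counts. DESeq2 with the iDEP filter and no term for soil, the analysis without ribosomal RNA and organelle genes, and principal components of log2(DESeq2 count + 4) were added after the data had been seen. Gene coordinates, exons and repeats come from the TAIR10 genome with its RefSeq annotation, in windows of 50 bases, the length of the reads. The chloroplast genes with almost the same counts were not found there by their identifiers, so their repeats were not computed. The annotation the authors counted on is not named in the paper's text. The GO enrichment was not recomputed, because no annotation of GO terms was at hand.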

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

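The tests on ribosomal RNA and organelle genes, on the stress list between the AX groups and between the HO groups, on the AX groups at the interaction genes, on DNA and depth in HO-Malaka replicate 3, and on the counts of AZI3, CYP71A12, MYB15, FLS2, BIK1 and PP2AA3 were chosen only after the result was seen, the first because its alternative was added then. A library was picked out where its distance to the nearest of the 6 libraries of its treatment passed Dixon's critical value at 95%. Of 65 groups of 6 libraries tested this way 8 passed, where chance, which picks out about 1 in 20 groups, would give 3.25.

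HO-Malaka replicate 3 had counts on 25023 genes, while the other HO libraries had counts on 21468 to 22294. A deeper library is ruled out, since its total of 12718856 counts was the lowest of the HO libraries. Genomic DNA carried into the library may explain the extra genes. On genes with at most 5 counts in the other 11 libraries together, it had as many counts per kilobase on protein-coding genes (0.481) as on pseudogenes (0.491), a ratio of 0.980. The other 11 libraries had 0.0825 to 0.186 on the former and 0.0506 to 0.0792 on the latter. Its counts on these genes also went with their length (Spearman's rho 0.372, against 0.0891 to 0.136 in the other libraries). The paper reports DNase treatment of the RNA. The design gives no biological explanation for a single library, and none was tested. Without this library 267 genes were higher in HO plants over both soils, against 274 with it, but 165 against 220 with Malaka and 120 against 143 with both soils. Without HO-Malaka replicate 2 these counts rose instead, to 304, 263 and 159. The loss of 1 of 3 libraries thus does not by itself lower them. Of the 12 fits that leave out a library, the one without HO-Malaka replicate 3 gave the lowest count with Malaka. The count with both soils was lower still, at 114, without AX-Malaka replicate 2. How much of the fall is due to the state of HO-Malaka replicate 3 was not tested further.

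AX-MSU replicate 1 lay at -3.82 on the first principal component, and the other AX libraries at -13.2 to -10.2. A library of HO plants under the wrong label, or a mixture with one, is argued against. At the genes called higher in HO plants without this library it lay nearer to the other AX libraries at 86.6%, within the 84.1% to 92.8% of the other AX libraries tested the same way. It had, however, low values at 4 neighbouring genes of chromosome 4, which were lower in HO than in AX plants: AT4G22485 (log2FC -2.58), AT4G22490 (-2.12), AT4G22505 (-2.79) and AT4G22520 (-1.53). In this library they lay 10.7-fold, 7.72-fold, 10.3-fold and 6.33-fold under the mean of the other AX libraries. Without it their log2FC was -2.85, -2.36, -3.08 and -1.74, so the difference between HO and AX plants did not rest on it. Reads shared between near-identical copies are argued against too, since 4.69% of the 50-base windows of these genes occur elsewhere in the genome, and 11.0% at AT4G22485, the highest of the 4. Genes of the other strand overlap 1842 of 1971 exonic bases of AT4G22485, 1720 of 1864 of AT4G22505 and all 357 of AT4G22520. The last, with 223 counts over the 12 libraries, lies in AT4G22530, which had 173 and a log2FC of 0.28 (adjusted p = 0.670 from edgeR). A difference between the plants of this microbox stays open and was not tested.

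AZI3 and CYP71A12 each had 0.0691 CPM in AX-MSU replicate 2, and MYB15 had 0.141 CPM in AX-MSU replicate 3, where the other AX libraries had none. These are 1, 1 and 2 counts. With 2 as the largest count, counting error alone is consistent with these values. FLS2 had 14.2 CPM in AX-MSU replicate 3, and 7.75 to 9.69 in the other AX libraries. BIK1 had 6.14 CPM in HO-Malaka replicate 3, and 4.68 to 5.204 in the other HO libraries. PP2AA3, the reference gene of the paper's RT-qPCR, had 19.5 CPM in AX-Malaka replicate 1, and 14.6 to 15.9 in the other AX libraries. The smallest of these counts was 87, so low counts do not explain them. Over all picked genes the median was 2.63 CPM, which lies between the 3 genes with hardly any counts and the other 3, and so decides nothing for the picks as a whole. Without the library in question FLS2 had a log2FC of 0.90 in place of 0.76, and PP2AA3 of -0.02 in place of -0.07. Chance stays open for single genes, since 3.25 picks were to be had by chance.

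The difference between HO and AX plants depended on the soil at 49 genes, of which 26 had the larger log2FC with MSU and 23 with Malaka. At an unadjusted p under 0.05 there were 1427 genes. On simulated counts 18 of 200 interaction calls were false, more than an FDR of 0.05 allows, so some of the 49 are to be taken with reserve. The 5 with the smallest p were AT3G19680, with a log2FC larger by 1.89 with MSU, AT2G47440 (1.28), ERD7 (2.23), ERD10 (1.44) and AT2G27080 (1.78). These 5 kept an FDR under 0.05 under all alternatives tried, while the count moved with single libraries. It was 191 without HO-Malaka replicate 2, 27 and 19 without AX-Malaka replicates 2 and 3, 30 and 15 without AX-MSU replicates 1 and 2, 28 without HO-Malaka replicate 3, and 21, 31 and 26 without HO-MSU replicates 1, 2 and 3. Other splits of the libraries gave as many genes in 3 of 100 draws, the real one included, so chance can be excluded at the share of 1 in 20 set for it. The margin is small, since 2 of these splits gave more genes than the real one (94 and 122) and the size of the count depends on single libraries. Ribosomal RNA and organelle genes do not account for it, since 59 genes passed without them, all 49 among them. The AX groups differed from each other at 29 of the 49 genes and the HO groups at 12. Whether the soils act through the live community or the autoclaved slurry cannot be told apart, since the interaction holds both differences.

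Between AX-MSU and AX-Malaka plants, which the paper does not compare, 23 genes were DEGs (11 higher and 12 lower with MSU), and 1653 genes had an unadjusted p under 0.05. The count was 8 without AX-MSU replicate 2, and 14 with DESeq2. GRP9 had a fitted log2FC of 10.19, AT4G36430 of 6.11 and TPS12 of 6.06. These values depend on the prior count, since none of the 3 genes had a count in AX-Malaka plants. Against a floor of 3 counts over that group, GRP9 was at least 122-fold higher, AT4G36430 at least 7.31-fold and TPS12 at least 7.03-fold higher with MSU. GRP9 also had counts in every HO library. GRP9 kept its call whichever library was left out. TPS12 lost it in 4 of the 12 fits, with a log2FC of 6.08, 6.05 and 6.10 without AX-Malaka replicates 1, 2 and 3 and of 5.43 without AX-MSU replicate 2. AT4G36430 lost it in 9, with 6.14, 6.11 and 6.16 without AX-Malaka replicates 1, 2 and 3, 6.37 and 5.14 without AX-MSU replicates 1 and 2, 6.12 without HO-Malaka replicate 3, and 6.10, 6.05 and 6.13 without HO-MSU replicates 1, 2 and 3. It also lost it with total counts (6.21) and with the iDEP filter (6.12). Reads shared between near-identical copies are argued against for GRP9, since 7.31% of its windows occur elsewhere. Without ribosomal RNA and organelle genes 26 genes passed, so these do not account for the difference either. A shift of the clock (camera adjusted p = 0.688 for the clock list) or of handling (0.498 for the stress list) was not seen as a change of the whole list, but the members go both ways and cannot rule it out. The 3 against 3 libraries allow 10 splits, so chance can be neither excluded nor shown that way, although the real split alone (1 of 10) gave as many genes. An effect of the soil in the autoclaved slurry stays open and was not tested further.

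Between HO-MSU and HO-Malaka plants 7 genes were DEGs (2 higher and 5 lower with MSU), and 1610 had an unadjusted p under 0.05. Without ribosomal RNA and organelle genes there were 9, so these do not account for the difference, and chance can be neither excluded nor shown with 10 splits. The real one alone (1) gave as many, but another gave 6, so the count of 7 is no evidence by itself of a difference between the HO groups. The count was 28 without HO-Malaka replicate 2, 22 without HO-Malaka replicate 1, 4 without HO-Malaka replicate 3 and 3 without HO-MSU replicate 3. AT1G40104 had a log2FC of -4.80, which rests on 130 counts in HO-Malaka replicate 3. Without that library it was -2.23 (adjusted p = 0.584 from edgeR, the highest of the 12 fits that leave out a library, whose lowest was 5.71e-05). The call was also lost without HO-MSU replicates 1 (-5.74), 2 (-4.06) and 3 (-4.95). Of its 50-base windows 70.2% occur elsewhere in the genome. AT2G43120 had a log2FC of -2.73 and kept its call in all 12 fits that leave out a library. AT1G50590 had -2.26 and lost its call in 4 of them, at -1.86 without HO-Malaka replicate 2, -2.04 without HO-Malaka replicate 3, -2.11 without HO-MSU replicate 1 and -2.08 without HO-MSU replicate 3, and with DESeq2 (-2.34). The list of rapid stress and handling was lower in HO-MSU than in HO-Malaka plants (median -0.42, camera adjusted p = 0.00316, 0.398 with fry), so a difference in handling or in immune signalling stays open. An effect of the soil or its community on these genes stays open and was not tested further.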

How the results depend on the processing

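The analysis without ribosomal RNA and organelle genes (counts of DEGs and principal components), the principal components of log2(DESeq2 count + 4), and DESeq2 with the iDEP filter and no term for soil, were chosen only after the data were seen. The other alternatives were planned. No log2FC of a DEG named in the text changed its direction under any alternative. Where a value below differs from the one reported, the cause was not tested, unless it is given.

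Normalization by RLE factors and the analysis without ribosomal RNA and organelle genes left all counts of DEGs within 1.5 times the reported ones. The model with no term for soil was run for HO against AX over both soils only, where it gave 271 genes higher and 68 lower. The fits to the 6 libraries of a soil alone, which bear on the counts within and shared by the soils, left those within 1.5 times. With DESeq2, the DEGs between the AX groups fell from 23 to 14, and with DESeq2 and the iDEP filter they were 15 and those between the HO groups 3 in place of 7. Scaling by total counts alone put the median log2FC of all genes tested at -0.10 over both soils and at -0.16 with MSU, in place of 0.0050 and 0.0045, and changes under it are relative to that shift. It gave 113 genes lower in HO-MSU plants in place of 62 and 14 interaction genes in place of 49. It also turned the signs of small changes: the jasmonate list to -0.088, the clock list to -0.082, MPK3 to -0.026 and MPK6 with MSU to -0.094, none of them past its threshold under either scaling. Without a filter on low counts, 181 interaction genes, 52 genes between the AX groups and 32 between the HO groups passed. That setting also shrank the adjusted p of edgeR between HO and AX plants. At CYP81F2 it was 8.12e-31 in place of 1.30e-06, and at AT4G22485 2.77e-212 in place of 9.24e-05. Calls and p-values without a filter are therefore to be taken with reserve. With the iDEP filter in edgeR all counts stayed within 1.5 times.

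Testing the fold threshold inside the model is a stricter test by construction. It left 114 genes higher and 5 lower in HO plants over both soils, 57 and 6 with Malaka, 93 and 2 with MSU, 43 and 1 shared by the soils, 1 gene between the AX groups and 0 between the HO groups. That count of 0 was by glmTreat of edgeR, against 7 with the threshold on the estimate, 6 with DESeq2 and 1610 at an unadjusted p under 0.05.

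With the replicate number as a block, the interaction had 104 genes and the HO groups differed at 16, and the list of the gene set phosphate starvation had a median of 0.35 without passing its threshold (adjusted p = 0.0514, with 0.0184 to 0.158 over its alternatives). The rule for a pairing by replicate number was that all same-numbered pairs of libraries from different groups pass 0.1. It was not met, but a partial pairing would fail it too. Over 18 such pairs the correlation of residual expression ran from -0.04 to 0.25, with a median of 0.022, and passed 0.1 in 7. Over the 36 other pairs the median was -0.027 and 2 passed 0.1, which goes with a partial pairing. In each of the 4 groups, replicate 1 also had the lowest share of counts on ribosomal RNA genes. These shares were 13.1% in AX-Malaka, 11.1% in AX-MSU, 9.88% in HO-Malaka and 14.7% in HO-MSU plants. A batch shared by replicate number is thus not ruled out, and the main fits did not block on it.

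The first principal component held 28.4% of the variance on log2(CPM + 1), 19.8% with genes scaled to unit variance, 61.0% over the 500 most variable genes, 36.8% with total counts, 28.8% without ribosomal RNA and organelle genes and 25.7% on log2(DESeq2 count + 4), in place of 30.5%. The second held 12.5% on log2(CPM + 1), 18.7% with total counts, 12.2% without ribosomal RNA and organelle genes and 11.0% on log2(DESeq2 count + 4), in place of 14.6%. HO and AX libraries stayed apart on the first component under each of these except total counts.

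Leaving out each of the 12 libraries in turn gave 262 to 304 genes higher and 54 to 93 lower in HO plants. With Malaka these were 165 to 263 and 40 to 66, with MSU 202 to 274 and 33 to 81, and shared by the soils 114 to 159 and 6 to 18. The interaction had 15 to 191 genes, the AX groups differed at 8 to 30 and the HO groups at 3 to 28. Changes of over 1.5 times were as follows. Genes lower in HO plants with Malaka were 41 without AX-Malaka replicate 2 and 40 without HO-Malaka replicate 1, and with MSU 33 without AX-MSU replicate 2. Those shared were 9 without AX-MSU replicate 2, 6 without AX-MSU replicate 3, 10 without HO-MSU replicate 2 and 9 without HO-MSU replicate 3. The AX groups differed at 8 genes without AX-MSU replicate 2, and the HO groups at 22, 28 and 4 without HO-Malaka replicates 1, 2 and 3 and at 3 without HO-MSU replicate 3. The interaction had 27 and 19 genes without AX-Malaka replicates 2 and 3, 30 and 15 without AX-MSU replicates 1 and 2, 191 and 28 without HO-Malaka replicates 2 and 3, and 21, 31 and 26 without HO-MSU replicates 1, 2 and 3.

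Under the same alternatives the medians ran from 0.29 to 0.57 for the SA list, 0.53 to 0.61 for camalexin and indole glucosinolate and 0.54 to 0.67 for rapid stress and handling, and these 3 lists passed their threshold each time. The phosphate list ran from 0.19 to 0.40 and did not pass without AX-Malaka replicate 1 (0.26), AX-Malaka replicate 2 (0.25), AX-MSU replicate 3 (0.35), HO-Malaka replicate 1 (0.19) or HO-MSU replicate 3 (0.23). The jasmonate list ran from -0.022 to 0.11 and turned to -0.00020 without AX-Malaka replicate 1, -0.019 without AX-MSU replicate 1, -0.022 without HO-Malaka replicate 3 or HO-MSU replicate 1 and -0.013 without HO-MSU replicate 3. The clock list ran from -0.068 to 0.13 and turned to -0.021 without AX-Malaka replicate 1, -0.041 without AX-MSU replicate 1, -0.0072 without AX-MSU replicate 3 and -0.068 without HO-Malaka replicate 2. The iron list ran from -0.14 to 0.075 and turned to 0.031 without AX-Malaka replicate 1, 0.075 without AX-MSU replicate 1, 0.045 without HO-MSU replicate 1 and 0.029 without HO-MSU replicate 2. None of these 3 lists passed its threshold. The first component held 28.6% to 33.2% and the second 12.6% to 16.1%. Among single genes, the log2FC of PP2AA3 ran from -0.17 to 0.0064 with Malaka (the latter without AX-Malaka replicate 1) and from -0.10 to 0.020 with MSU (without HO-MSU replicate 3). That of MPK3 with MSU ran from -0.23 to 0.024 (without AX-MSU replicate 3, and 0.012 without HO-MSU replicate 2), and that of MPK6 with MSU from -0.019 (without HO-MSU replicate 2) to 0.17. None of these passed the threshold.

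Genes named in the text beyond those chosen by rule kept their direction between HO and AX plants in 23 alternatives, but not all kept their calls. AT4G22520 lost its call in 8, with DESeq2 under each of its 3 settings, with the fold threshold tested inside the model and without AX-Malaka replicate 1 (-1.44), AX-MSU replicate 3 (-1.15), HO-MSU replicate 2 (-1.38) or HO-MSU replicate 3 (-1.38). CYP71A13 lost it in 3, without AX-Malaka replicate 1 (-1.52) or AX-MSU replicate 1 (-1.21) and with the threshold inside the model. CBP60G and AT4G22490 lost it with the threshold inside the model alone (adjusted p = 1 and 0.0697 from edgeR), and CYP81F2, AT4G22485 and AT4G22505 kept it throughout. That test also took the calls of PR4 with Malaka (0.0735) and with MSU (1) and of MYB15 with MSU (0.0676).

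Depth limits what can be said of genes with few counts. AT5G59680, PR2, CYP71B15 and PR1 lay under the filter and were called where the filter was looser or absent, which is a matter of the filter's construction. With a library left out, CYP71B15 stayed under the filter and gave no value, while AT5G59680 passed it in 10, PR2 in 5 and PR1 in 6 of the 12 fits. For genes with no count in AX plants the data give a lower bound of the change. The pseudocount of normalized values, set as an alternative for a file of such values, was not run, since the file holds counts.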

Differences from the paper's values

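All tests named here follow alternatives set before the data were examined, except DESeq2 with the iDEP filter and no term for soil and the principal components of log2(DESeq2 count + 4), which were chosen only after the values were seen.

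No value of the paper that was compared differed from the one found here by more than 1.5 times, or, for a log2FC, by more than its error. With edgeR, log2FC were compared for the named genes within a soil only. Where AX plants had no count, only a lower bound was compared, which could hardly have differed. With DESeq2 and the iDEP filter, log2FC lay within 4.98e-06 (Malaka) and 5.00e-06 (MSU) of Supplementary Data 1 over the 1995 genes read. The counts of DEGs are nevertheless not the same. The paper's 435 DEGs, of which 352 were higher and 83 lower in HO plants, stand against 350, 274 and 76 with edgeR. The paper's 138 genes shared by both soils stand against 143, and the paper's 26% of variance on the first component against 30.5%. The second component is about 11% in Fig. 2a, read by eye, and 14.6% here.

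Among the alternatives set beforehand, DESeq2 with the iDEP filter, which keeps 19639 genes, gave 138 genes shared by both soils, as in the paper, with 226 genes higher in HO plants with Malaka and 254 with MSU, and 350 higher and 82 lower over both soils. DESeq2 with the iDEP filter and no term for soil, chosen after seeing the values, gave the paper's 352 and 83. It calls all 15 genes the paper names and so drops 0 of them, and the 138 genes of the setting above are all among its 352. The paper's own lists could be read only in part, so overlaps are given with the genes called by these settings. Of the 352 genes edgeR called 269, of the 83 it called 68, and of the 138 it called 128, while 15 of its 143 were not among them. Principal components of log2(DESeq2 count + 4), chosen after seeing the values, gave 25.7% and 11.0%.

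The columns of Supplementary Data 1 that are labelled as TMM normalized counts hold values between 2.00 and 17.4, which normalized counts would not. They equal log2(DESeq2 normalized count + 4) to within 4.99e-05 over the 1995 genes that could be read, while they are up to 3.85 away from log2(TMM CPM + 4).

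The paper names AT5G59680, PR2 and CYP71B15 among the DEGs lower in AX plants. Under the filter used here they had too few counts to be tested. They were called with the iDEP filter in edgeR (adjusted p from edgeR = 0.000338, 0.000708 and 0.00114 in the order given), with DESeq2 and the iDEP filter (5.47e-05, 1.05e-05 and 3.82e-05), without a filter in edgeR (7.35e-07, 4.27e-06 and 4.15e-05), and with DESeq2, the iDEP filter and no term for soil, chosen after seeing the values (0.000184, 8.45e-06 and 2.83e-05). The values without a filter are to be taken with reserve, since that setting shrank the adjusted p of other genes as well. AT5G59680 was also called in 10 and PR2 in 5 of the 12 fits that leave out a library, in which they passed the filter. The other 12 genes that the paper names were called in the direction it gives.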

Other observations

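The tests on jasmonate between the AX groups, on jasmonate and stress between the HO groups, on the stress list without transcription factors, on CYP71A13, on the morning list with RVE6, on the first clock list by gene, on genes with almost the same count, and on the order of the libraries on the second principal component were chosen only after the result was seen.

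As many genes higher in HO plants as in the real comparison (274) came from 1 of 100 splits of the 12 libraries within the soils, the real one included, and so did as many lower (76), as many shared by the soils and higher (143), and as many shared and lower (16), so chance can be excluded for these 4 counts. Within a soil, the 3 against 3 libraries allow 10 splits, of which the real one alone (1) gave as many genes in each direction with Malaka and with MSU, so chance can be neither excluded nor shown in this way for each soil by itself.

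Lists of genes were used to look for other differences between HO and AX plants. The jasmonate list had a median log2FC of 0.02 (camera adjusted p = 0.976). The clock list had a median of 0.04, with 6 members higher and 6 lower in HO plants (adjusted p = 0.736). As a set it does not decide whether the clock differed, and its members are given below. The iron list could be tested at 4 of its 12 genes only (median -0.02, adjusted p = 0.619), which decides nothing. The phosphate list had a median of 0.35 over 8 of its 12 genes (adjusted p = 0.0450), a call that held with fry (0.0169) and was lost with an estimated correlation between genes (0.165) and without AX-Malaka replicate 1 (0.26), AX-Malaka replicate 2 (0.25), AX-MSU replicate 3 (0.35), HO-Malaka replicate 1 (0.19) or HO-MSU replicate 3 (0.23). A difference in phosphate status may exist, but this list leaves it open. The list of rapid stress and handling had a median of 0.60 (adjusted p = 3.60e-06, 0.00160 with fry and 0.124 with an estimated correlation), 11 of its 13 genes were higher in HO plants, and it holds MYB15, which the paper names from these libraries. Most of its members are transcription factors that immune signalling induces as well. The 4 members that respond to touch or wounding and are not transcription factors, TCH2, TCH3, TCH4 and CML38, had a median of 0.10, with 2 higher and 2 lower. For them limma's camera gave adjusted p = 0.644, over the 3 lists tested again without some members. Handling at harvest and immune signalling cannot be told apart for the list as a whole, since its genes respond to both.

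In the clock list, CCA1 (log2FC -0.27, adjusted p = 0.0287 from edgeR), LHY (-0.54, 5.01e-05), RVE8 (-0.64, 0.000978), LNK1 (-0.24, 0.0406) and LNK2 (-0.20, 0.0472) were lower in HO plants and PRR7 was higher (0.40, 0.000283). All 6 HO libraries lay below all AX libraries at LHY and RVE8, and above them at PRR7. TOC1 (0.30), GI (0.26), ELF3 (0.16) and LUX (0.45) were higher without passing, and PRR5 and PRR9 hardly changed. With total counts the 6 genes that had passed kept their direction, while LNK1 (0.0631), LNK2 (0.0542) and PRR7 (0.0755) no longer passed. A later phase of the clock, or a later harvest, in HO plants would lower genes of the morning and raise genes of the evening. On a pair of lists outside the first clock list, drawn up after that split was seen, the 9 morning genes had a median of -0.06 and the 3 evening genes that could be tested, of 6, one of 0.40, and the larger of the adjusted p was 0.0450. With fry the morning list had p = 0.0584, and with an estimated correlation 0.227. RVE6 (AT5G52660, log2FC 0.12) had been written into the morning list and was left out before the test, since its symbol was not found in the name tables. With it included, limma's camera gave the list an adjusted p = 0.0808. Among its genes RVE1 was lower in HO plants (log2FC -0.78, adjusted p = 2.95e-05). Among the evening genes CAT3 (0.55) and GRP7 (0.40) were higher, and these respond to more than the clock. The medians of the pair go the way of the first list, and a difference in phase or in the time of harvest may be present. It stays open, since several of the evening genes could not be tested and the call on the morning genes was lost with RVE6 and with fry. The paper's text does not give the time of day of the harvest.

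The jasmonate list was lower in AX-MSU than in AX-Malaka plants, with a median log2FC of -0.58. Adjusted over 35 tests, of 7 lists in 5 comparisons, its camera p was 7.58e-09. That value rests on the preset correlation between genes of 0.01, and an estimated correlation was not used for this comparison. Between HO and AX plants the correlation estimated for this list was 0.097. With only 3 libraries per group and genes that may vary together, chance stays open for the jasmonate list. It was also lower in HO-MSU than in HO-Malaka plants, by a smaller median of -0.18 (camera adjusted p = 0.00316, 0.117 with fry), and the interaction of soil and treatment had a median of 0.37 (0.0258, and 0.197 with fry). The difference between the soils was thus not shown to be limited to the autoclaved slurries. The soil may underlie it, and this was not tested. Handling of the boxes was looked at by the list of rapid stress and handling only. That list did not pass between the AX groups (camera adjusted p = 0.498), where the jasmonate list moved most, and was lower in HO-MSU than in HO-Malaka plants (median -0.42, camera adjusted p = 0.00316, 0.398 with fry). As its genes respond to immune signalling as well, handling stays open.

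CYP71A13 was lower in HO plants (log2FC -1.73), while its paralog CYP71A12 was higher. Reads shared with CYP71A12 are argued against, since they would have moved both genes in the same direction. Its counts went with those of AT2G30766, which overlaps 330 of its exonic bases on the other strand, within HO plants (Pearson's r 0.831, exact permutation p = 0.0458; Spearman's rho 0.886) and within AX plants (r 0.877, exact p = 0.0139; rho 0.943). Without the 2 libraries farthest from the median r was 0.845 and 0.659. Reads of one gene counted on the other would need counting across strands. The test at other genes below covers only such counting on each gene a read overlaps. This pair was not among those genes, so the test does not decide for it. The cause of the shared rise and fall stays open.

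Counting of reads without regard to strand on each gene they overlap is argued against. At 9 genes that lie inside a gene of the other strand, the counts per base were lower than those of the surrounding gene by a median log2 ratio of -10.57. Counts of 8 pairs of genes, each over 1000, lay within 1 in 1000 of each other in all 12 libraries. Of these, 7 pairs are chloroplast genes and the other is AT2G01020 and AT3G41979, whose windows all occur elsewhere in the genome (100%). This is consistent with reads that map to several places being counted at each of them, although only 1 of the 8 pairs had a reference sequence to look at.

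The second principal component went with the share of counts on nuclear ribosomal RNA genes (Pearson's r -0.926 over 12 libraries, permutation p = 3.00e-05; Spearman's rho -0.937, p = 2.00e-05), within AX plants (r -0.938, exact permutation p = 0.0194) and within HO plants (r -0.937, exact permutation p = 0.0111). Over 4 such relations the largest adjusted p was 0.0194. Without the 2 libraries farthest from the median r was -0.879 over the libraries, -0.840 within AX and -0.731 within HO plants, and with ribosomal RNA and organelle genes left out of the components it was -0.925. The order of the libraries on this component may thus reflect how the RNA or the libraries were prepared, more than the genes of ribosomal RNA themselves. In each of the 4 groups replicate 1 had the highest score on it, so a batch shared by replicate number stays open. The soil was not seen to account for it (exact permutation p = 0.745 within treatment), but 3 libraries per group cannot rule it out.

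For genes the paper measures in other experiments, the counts of this one give the following. They are RNA of whole rosettes at 21 days, whereas the paper's results on BAK1, MPK3 and MPK6 are protein levels in leaves. FLS2 had 16.5 ± 1.37 CPM in HO plants and 9.72 ± 2.27 CPM in AX plants (SD, n = 6 each), a log2FC of 0.76 (adjusted p = 2.52e-05 from edgeR), and all HO libraries lay above all AX libraries. BIK1 had a log2FC of 0.93 (adjusted p = 5.01e-05) and the same separation. BAK1 had a log2FC of 0.32 (adjusted p = 0.0449), with 1 of 6 HO libraries above all AX libraries, a result that depended on single libraries and on the method. With a library left out the adjusted p ran from 0.00880 to 0.152 and stayed under 0.05 only without AX-Malaka replicate 1, HO-Malaka replicate 1 or HO-MSU replicate 2. Over the other alternatives its lowest was 0.0426, and it did not pass with DESeq2, with total counts or without a term for soil. Within the soils it was 0.259 with Malaka and 0.227 with MSU. A difference in BAK1 RNA is therefore not established, which does not test the lower BAK1 protein that the paper reports in AX plants. MPK3 had 0.08 (adjusted p = 0.733), which turned to -0.026 with total counts, and MPK6 0.11 (0.571). The reference gene PP2AA3 had -0.07 (0.688). PR1 had 0 to 12 counts per HO library and none in AX plants, and was at least 9.50-fold higher in HO plants.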
